# Altered Levels of Histone Deacetylase OsHDT1 Affect Differential Gene Expression Patterns in Hybrid Rice

**DOI:** 10.1371/journal.pone.0021789

**Published:** 2011-07-08

**Authors:** Chen Li, Limin Huang, Caiguo Xu, Yu Zhao, Dao-Xiu Zhou

## Abstract

Hybrids between different inbred varieties display novel patterns of gene expression resulted from parental variation in allelic nucleotide sequences. To study the function of chromatin regulators in hybrid gene expression, the histone deacetylase gene *OsHDT1* whose expression displayed a circadian rhythm was over-expressed or inactivated by RNAi in an elite rice parent. Increased *OsHDT1* expression did not affect plant growth in the parent but led to early flowering in the hybrid. Nonadditive up-regulation of key flowering time genes was found to be related to flowering time of the hybrid. Over-expression of *OsHDT1* repressed the nonadditive expression of the key flowering repressors in the hybrid (i.e. *OsGI* and *Hd1*) inducing early flowering. Analysis of histone acetylation suggested that *OsHDT1* over-expression might promote deacetylation on *OsGI* and *Hd1* chromatin during the peak expression phase. High throughput differential gene expression analysis revealed that altered OsHDT1 levels affected nonadditive expression of many genes in the hybrid. These data demonstrate that nonadditive gene expression was involved in flowering time control in the hybrid rice and that OsHDT1 level was important for nonadditive or differential expression of many genes including the flowering time genes, suggesting that OsHDT1 may be involved in epigenetic control of parental genome interaction for differential gene expression.

## Introduction

Epigenetic programming is suggested to be key mechanisms in the interaction between different genomes in hybrids [1]. Inbred parental genome interaction in hybrids leads to differential expression patterns that could be equal to the mid-parent (additivity), higher or lower than the mid-parent (nonadditivity), above the high-parent or below the low-parent (over- or underdominance) [2]. Novel patterns of gene expression or action in hybrids may result from parental variation in allelic nucleotide sequence and transcript abundance, which is supposed to be an important genetic component of phenotypic diversity [3], [4]. It is suggested that differential accumulation of allelic-specific transcripts in hybrids may contribute to heterosis [5].

Rice (*Oryza sativa*) is one of the most important crops in the world. Rice has become a model plant for plant biology with the availability of the complete genome sequences. Hybrids between two subspecies (i.e. *O. sativa ssp indica cv* and *O. sativa ssp japonica cv*) or different inbred varieties within a subspecies display high growth vigor which has substantially increased rice grain production during the last decades. Recent analysis by using high-throughput DNA sequencing technologies has revealed differential epigenetic modifications that correlate with changes in transcript levels between two rice subspecies and their reciprocal hybrids [6]. It is likely that multiple mechanisms including epigenetic processes are involved in parental genome interaction leading to distinct expression patterns in the hybrid, which are presently not understood.

Chromatin structure and remodelling are important components of genetic and epigenetic regulations of gene expression. Chromatin modification consists of covalent modifications of the N-terminal tails of the nucleosomal histones and DNA cytosine methylation [7]. Histone modifications including acetylation, methylation, phosphorylation, ubiquitinylation and others provide mechanisms to regulate gene expression through changes in chromatin states and by recruiting protein complexes that regulate transcription [8]. Histone lysine acetylation that is generally associated with gene activation is reversible, dynamic and regulated by histone acetyltransferases (HAT) and histone deacetylases (HDAC). Plant HAT and HDAC have been shown to play important roles in plant gene expression [9], [10]. Plant genome contains more than 20 genes encoding HDAC, which can be grouped into 3 classes [11]. Among them the HD2 class is found only in plants [12]. HD2 members have been shown to be involved in developmental and epigenetic pathways [13], [14], [15], [16], [17]. Specifically, an Arabidopsis HD2 protein, AtHDT1, is shown to be involved in nucleolar dominance in allopolyploid hybrids [13], [16]. In this work, we studied the function of a rice HD2 member, OsHDT1 (accession number: AK072845, LOC_Os05g51830), in regulating differential gene expression in hybrid rice. We show that the expression of *OsHDT1* displayed a circadian rhythm and that increased OsHDT1 could suppress overdominance expression of flowering time repressors in the hybrid leading to early flowering under long day condition, providing evidence of overdominance gene action in heterosis. In addition, alteration of OsHDT1 levels affected differential expression patterns of many other genes in the hybrid. These results indicate that OsHDT1 plays an important role in epigenetic processes regulating differential gene expression pattern in the hybrid.

## Results

### *OsHDT1* expression displays a circadian rhythm

Recent results have shown that differential epigenetic modifications correlated with changes in transcript levels among hybrids and parental lines [6]. Rice varieties (*O. sativa ssp indica cv*) Zhenshan 97 (ZS97) and Minghui 63 (MH63) are the parent lines of Shanyou 63 (SY63), one of the most widely cultivated hybrid rice in China. To study whether histone modification enzyme genes were involved in differential expression patterns in the hybrid, we chose to analyze the rice HD2 gene *OsHDT1* (Figure 1A). The expression of this gene was detected in different tissues/organs and developmental stages in MH63 (Figure 1B). Importantly, *OsHDT1* expression displayed a circadian rhythm under short day conditions (9 h light/15 h dark) (Figure 1C). Relatively lower expression levels were detected under long day (15 h light/9 h dark) conditions. There was no clear difference of *OsHDT1* expression between MH63 and SY63. The OsHDT1 protein was readily detectable in rice leaves by Western blots using antibodies raised against *E. coli*-produced OsHDT1 protein. There was no clear difference in OsHDT1 levels between the parent (MH63 and ZS97) and the hybrid (SY63) plants grown under same conditions (Figure 1D). The OsHDT1 protein was found to be distributed all over the nucleus as revealed by immunostaining with anti-Flag on cells isolated from transgenic rice expressing Flag-tagged OsHDT1 (Figure 1E, Figure S1). The same cells tested by anti-OsHDT1 displayed a similar localization pattern (Figure 1E). The immunostained areas did not overlap with the chromocenters revealed by 4′-6-Diamidino-2-phenylindole (DAPI), suggesting that OsHDT1 may be mostly localized in euchromatic regions.

**Figure 1:**
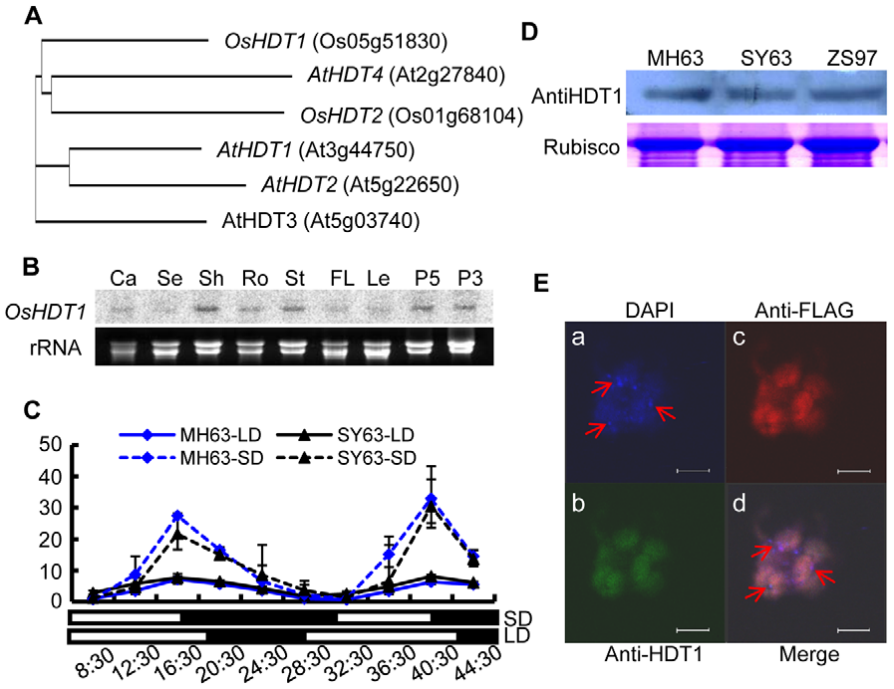
Expression profiles and subcellular localization of OsHDT1. (**A**). Phylogenetic relationship of HD2 subfamily proteins from *O. sativa* (*Os*), and *A. thaliana* (*At*). (**B**). *OsHDT1* transcripts detected by Northern blots in different tissues or developmental stages of MH63. Ca, callus; Se, seedling; Sh, shoot; Ro, root; St, stem; FL, flag leaf; Le, leaf; P5, panicle development stage 5; P3, panicle stage 3. (**C**). Diurnal expression of *OsHDT1* in MH63 and SY63 under long day and short day conditions revealed by qRT-PCR. Expression levels relative to MH63 at long day conditions 8:30 (set as 1) are presented. (**D**). OsHDT1 protein levels in MH63, ZS97 and SY63, detected by Western blots. The large subunit of Rubisco was revealed by gel staining as loading control. (**E**). Euchromatic localization of OsHDT1. Cells from transgenic rice expressing OsHDT1-Flag were detected by immunostaining using the anti-OsHDT1 and anti-Flag antibody simultaneously. **a**, stained with DAPI. **b**, examined by anti-OsHDT1 antibody. **c**, examined by anti-Flag antibody. **d**, merged image. Scale Bars = 2.94 µm. Arrows indicate positions of chromocenters.

### *OsHDT1* over-expression affects the flowering time of hybrid rice

The expression pattern of *OsHDT1* suggested that it might be involved in circadian regulation of gene expression. Circadian rhythms are shown to confer higher level of fitness in plants [18]. Importantly, it has been shown that altered circadian rhythms regulate growth vigor in *Arabidopsis* hybrids and allopolyploids [19]. To study whether *OsHDT1* played a role in hybrid gene expression, we produced *OsHDT1* over-expression and RNAi plants in the MH63 background (Figure S2A). Most of the transgenic plants had a single T-DNA insertion in the genome (Figure S2B). *OsHDT1* expression in the transgenic plants was tested by Northern blots for over-expression or by qRT-PCR for RNAi (Figure S2C). Over-expression lines (PU) 5, 8 and 9 and RNAi lines (PR) 1, 8 and 9 were selected for further analysis. The over-expression or RNAi of *OsHDT1* did not produce any visible morphological defects. No obvious change in overall histone acetylation was observed (Figure S3). However, examination of yield performance parameters revealed that the seed setting rate (total seed number/total floret number/plant) was reduced in the RNAi plants compared to wild type plants (Table 1). However, the seed setting rate of the RNAi negative plants was even lower, suggesting that the phenotype might be not related to the transgene. The over-expression of *OsHDT1* did not significantly affect the different parameters of the yield performance including panicle number, panicle length, seed setting rate, one-thousand-grain weight etc. (Table 1). Examination of the two next generations confirmed the above observation.

**Table 1:** Performance of wild type and *OsHDT1* transgenic plants under natural long-day conditions.

Genotype	Days to heading	Panicle length	Grain number per panicle	Seed setting rate	1000-grain weight
PU	95.40±2.51	24.39±0.38	79.30±9.33	78.58±1.51	27.37±1.30
PU-	94.80±1.32	24.33±0.35	80.61±1.55	75.62±1.88	27.89±0.42
MH63	96.20±2.2	25.62±0.66	98.71±0.04	82.05±0.87	28.89±0.76
PR-	95.20±1.73	24.29±0.53	68.55±0.41	62.14±2.29	27.36±0.33
PR	93.67±0.75	25.05±0.54	77.78±8.17	69.99±5.57^*^	26.3±0.76
FU	78.87±0.40^*^_#_	27.1±0.56	111.60±4.72	76.56±1.33	28.69±0.28
FU-	90.73±0.31	26.69±0.51	112.28±9.26	74.84±1.09	28.28±0.40
SY63	88.20±1.67	26.31±0.72	118.07±3.81	78.37±3.41	28.12±0.37
FR-	88.47±1.11	25.27±0.27	100.88±0.20	70.58±4.68	28.06±0.93
FR	88.03±0.78	26.51±0.05	100.14±1.87	68.15±3.55^*^	27.53±0.21

Data presented were from a randomized complete block design with three replicas. Every replica included the three lines per transgene (positive or negative) tested in Figure 3A. Every line contained 30 plants. Asterisks indicate ranking by Least Significant Difference (LSD) tests at highly significant (*P<0.01) differences relative to the corresponding wild type plants. Wells indicate highly significant (#P<0.01) differences relative to the corresponding transgene-negative plants.

To test if the altered expression of *OsHDT1* in MH63 could affect hybrid growth, three independent T3 transgenic plants (PU or PR) were used to pollinate ZS97 (as practiced for SY63 seed production in agriculture). Transgene-negative plants (PU- or PR-) were used in the crosses as controls. The respective transgenic-positive hybrids were named FU or FR, the transgenic-negative hybrids as FU- or FR-. RT-PCR analysis of 3 independent transgenic lines (both parent and hybrid) in comparison with the wild type and the negative controls confirmed the down-regulation of *OsHDT1* in PR and FR and the up-regulation of the gene in PU and FU (Figure 2A). Western blot analysis using anti-OsHDT1 detected a decrease of OsHDT1 protein level in the RNAi parent (PR) and hybrid (FR) plants and an increase in the over-expression parent (PU) and hybrid (FU) plants compared to the wild type parent or hybrid (Figure 2B). Growth and yield traits were surveyed for the hybrids. The FU and FR hybrids did not exhibit any visible growth difference from SY63, except that the heading date (flowering time) of the over-expression hybrid (FU) lines was significantly earlier than SY63 and the transgene-negative hybrid controls (FU-) under natural long day conditions (>14 h) (Figure 2C, 2D; Table 1). These data together suggested that increased OsHDT1 level may alter flowering time-related gene expression in the hybrid, while without a clear effect in the parent background.

**Figure 2:**
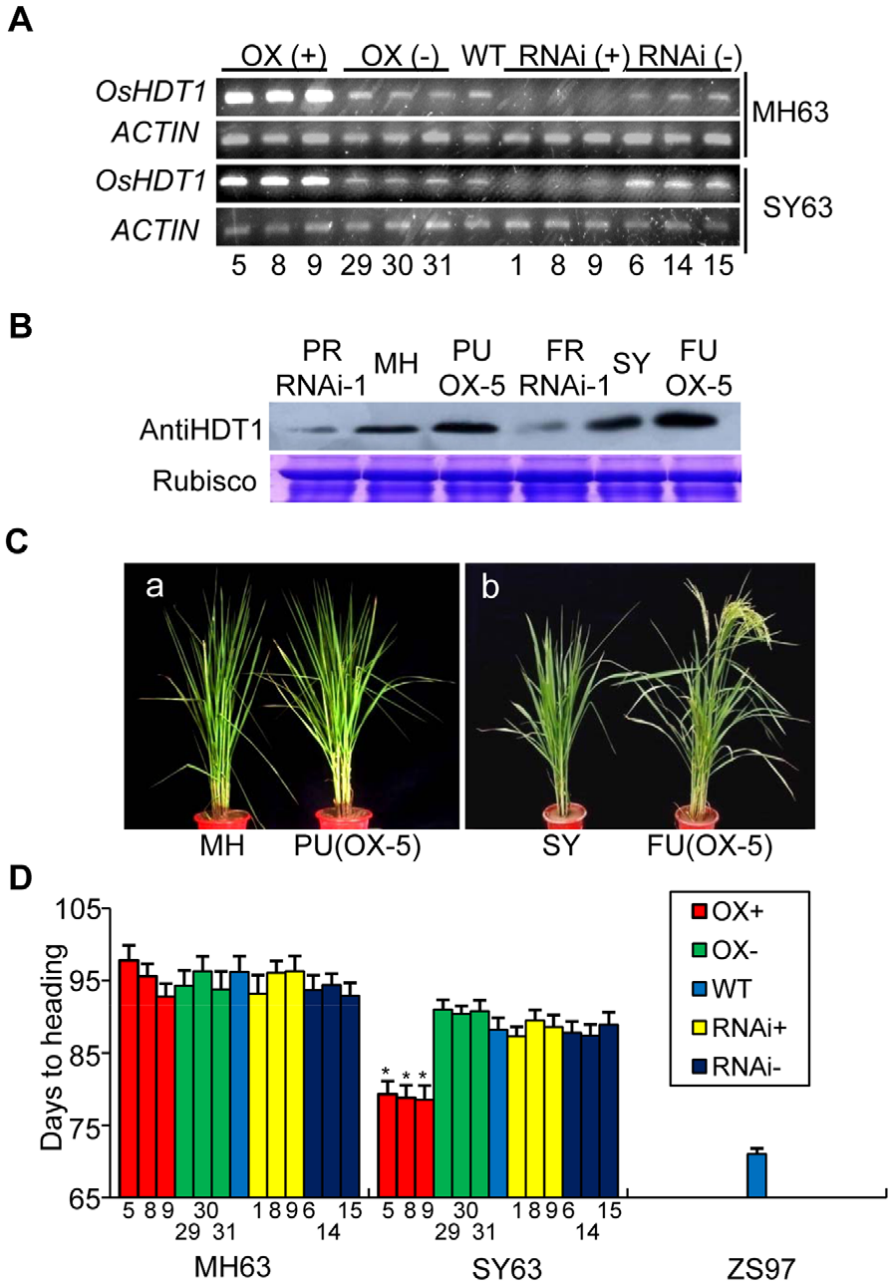
*OsHDT1* over-expression induces early flowering in the hybrid. (**A**). Comparison of *OsHDT1* transcript accumulation in transgenic and wild type (WT) parent MH63 and hybrid SY63 by semi-quantitative (22 cycles) RT-PCR. Three independent over-expression (OX) positive (+, lines 5, 8, and 9) or negative (−, lines 29, 30 and 31) and RNAi positive (+, line 1, 8 and 9) and negative (−, lines 6, 14 and 15) transgenic lines in both MH63 and SY63 backgrounds were analyzed. Rice actin transcripts were detected as controls. (**B**). OsHDT1 protein levels in RNAi (line 1), over-expression (OX, line 5) and wild type MH63 (MH) and SY63 (SY) detected by Western blots using anti-OsHDT1. RNAi plants in MH63 and SY63 were designated as PR and FR, respectively; Over-expression plants in MH63 and SY63 were designated as PU and FU, respectively. (**C**). Over-expression of *OsHDT1* induces an early heading flowering phenotype in SY63 background. **a**, comparison between MH63 and PU (line 5) at 98 days after sowing. **b**, comparison between SY63 and FU (line 5) taken at 88 days after sowing. (**D**). Heading dates of transgenic positive and negative lines in MH63 and SY63 backgrounds in comparison with the respective wild type lines under natural long day conditions. The transgenic lines used are indicated at the bottom. Asterisks indicate ranking by LSD test at highly significant (*P<0.01) differences relative to the corresponding wild type plants.

### *OsHDT1* over-expression suppresses overdominance expression of flowering time genes in hybrid rice

Rice is a short day plant. *Hd1* (*Heading date 1*), the rice orthologue of Arabidopsis *CONSTANS* (*CO*), activates *Hd3a* (*Heading date 3a*, the orthologue of Arabidopsis florigen gene *FLOWERING LOCUS T*, *FT*) under short day conditions but repressed it under long day conditions [20], [21]. Identification of natural variation affecting flowering time has revealed genes such as *Ehd1* (*Early heading date1*) and *Ghd7* (*Grain number*, *plant height and heading date 7*), which encode unique transcription regulators in rice [22], [23]. *Ehd1*, a B-type response regulator, up-regulates *Hd3a* expression and mainly confer short day-dependent flowering promotion in rice [22] . *Ghd7*, a CCT-domain protein, is expressed under long day conditions. It represses *Ehd1* expression and mainly confers long day-dependent flowering repression [23].

Under short day conditions, the expression of *Hd3a* is up-regulated by *Hd1* and *Ehd1*. Under long day conditions, the expression of *Ehd1* is repressed by *Ghd7*, while *Hd1* becomes as a repressor of *Hd3a* (Figure 3A). *RFT1* (*RICE FLOWERING LOCUS T1*) is the florigen gene that can be activated by *Ehd1* [24]. The hybrid parents differ significantly in heading date under natural long day conditions. MH63 flowered at the age of 96 days, while ZS97 flowered at 71 days (Figure 2D). This difference is likely to be mainly due to the repression of the flowering activator *Ehd1* by *Ghd7* in MH63, which is defective in ZS97 [23]. qRT-PCR analysis of RNA isolated from 35-day old leaves revealing higher expression of *Hd3a*, *RFT1* and *Ehd1* in ZS97 than in MH63 and SY63 under long day conditions confirmed this hypothesis (Figure 3B). *Hd1* shows a comparable expression level in MH63 and ZS97 under either long day or short day conditions [23]. However, the rhythmic expression of *Hd1* and *OsGI* (*OsGIGANTEA*, an upstream activator of *Hd1*) was higher in SY63 than the parents under same conditions (Figure 3B), suggesting a nonadditive effect (i.e. overdominance) on the expression of these genes in the hybrid. In contrast, the expression levels of *Hd3a*, *RFT1* and *Ehd1* in SY63 were close to that of MH63 (Figure 3B), which was correlated with the relatively late flowering observed in SY63 compared to ZS97 (Figure 2D). The reduced expression of *Hd3a*, *RFT1* and *Ehd1* may result from a collective action of both the increased expression of *Hd1* and the presence of active *Ghd7* (MH63 allele) in the hybrid. The increased expression of *Hd1* and *OsGI* in SY63 under long day conditions was reduced by *OsHDT1* over-expression (FU), while there was no clear difference for the two genes between the transgenic (PU) and wild type (MH63) parents under long day conditions (Figure 4). This suggested that increased *OsHDT1* expression reduced the overdominance expression of *Hd1* and *OsGI* in the hybrid. In contrast, higher expression of *Hd3a*, *RFT1* and *Ehd1* was observed in the over-expression hybrid (FU) compared to SY63. The higher level of *Hd3a* may be, at least in part, a consequence of the repression of *OsGI* and *Hd1* by *OsHDT1* in the hybrid. The increased expression of *Ehd1* might be essentially due to the repressed expression of *OsGI*, as the expression of *Ghd7* that represses *Ehd1* under long day conditions was not altered by the *OsHDT1* over-expression (Figure S4). In addition, recent results indicate that the mutation of *OsGI* increases *Ehd1* expression under long day condition [25]. Increased *Ehd1* in turn induced *RFT1* that has been shown to be the florigen gene in long day conditions [24], explaining the early flowering phenotype of the over-expression hybrid. Under short day conditions, the expression of *Hd3a*, *Ehd1* and *Hd1* was higher in the hybrid than in MH63 (Figure 4). There was no clear difference for these genes between the transgenic and wild type parents or hybrids (Figure 4). The expression of *OsCCA1*, *OsLHY* and *OsTOC1*, which are putative upstream regulatory genes of *OsGI* was higher in the hybrid than the parent, but there was no clear difference between SY63 and FU or between MH63 and PU (Figure S4). These data suggested that increased *OsHDT1* expression suppressed the overdominance expression of *OsGI* and *Hd1* in the hybrid under long day conditions, which led to early flowering.

**Figure 3:**
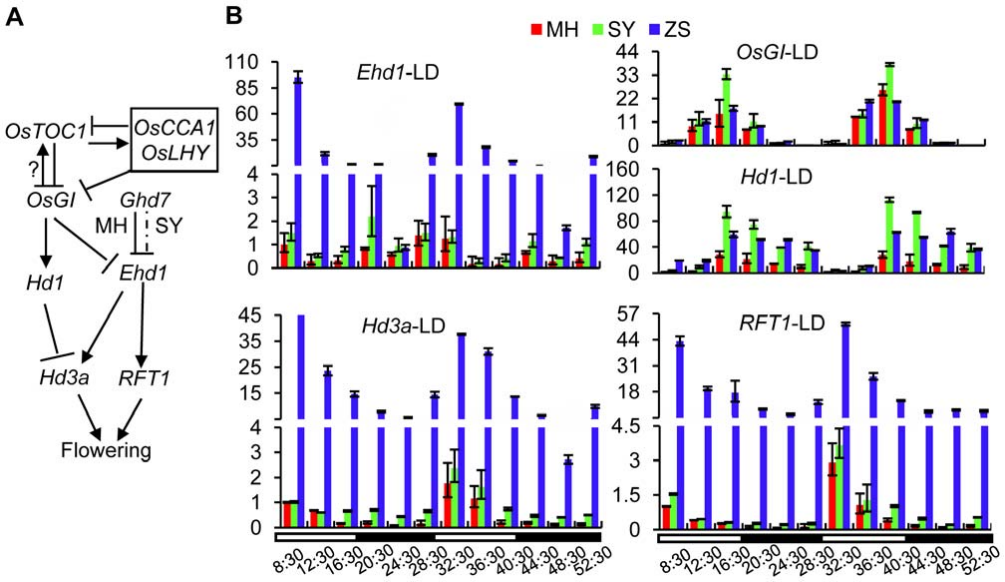
Diurnal expression of rice key flowering time genes under long day conditions. (**A**). Model for heading date genetic control pathways in MH63 and SY63 under long day conditions. Bars, repression; arrows, activation. Dashed lines indicate reduced activity in SY63. (**B**). Diurnal expression patterns of *Ehd1*, *OsGI*, *Hd1*, *Hd3a* and *RFT1* in SY63, MH63 and ZS97 under long day condition. In all panels, the mean values of each point are based on the averages of three biological repeats calculated using the relative quantification method. Values relative to MH63 at 8:30 (set arbitrarily as 1) are presented. Light and dark periods are indicated by white and black, respectively. Time points of the subjective day for sample harvesting are indicated. Error bars, s.e.m. from 3 biological repeats.

**Figure 4:**
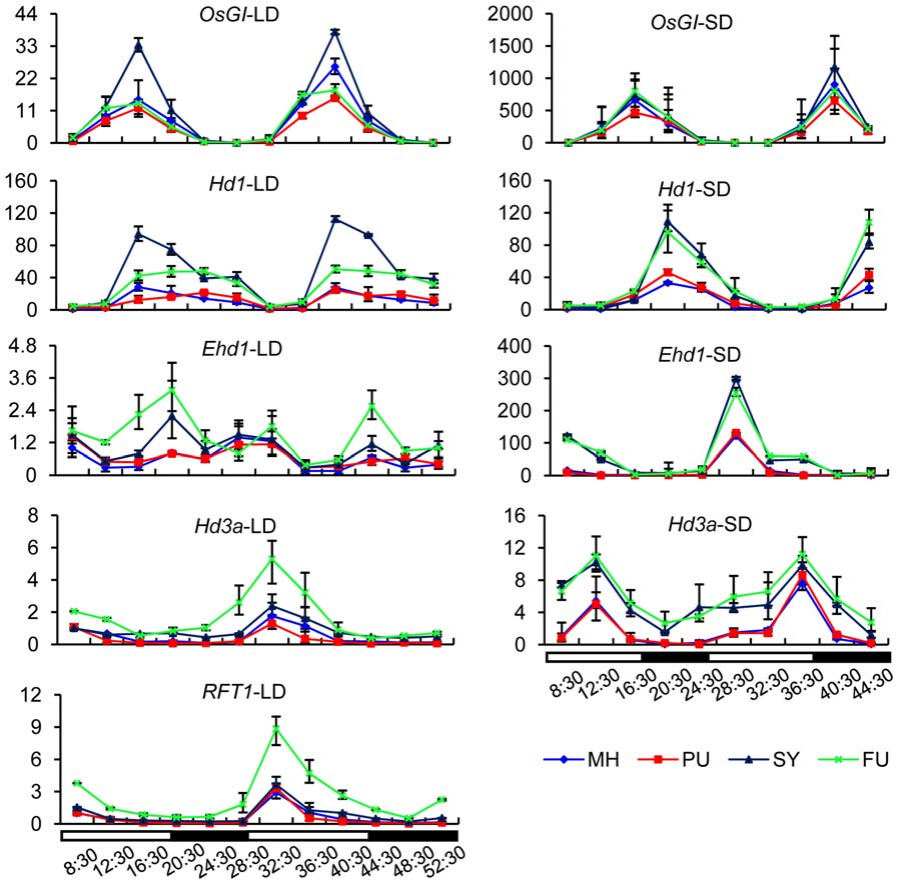
Effects of *OsHDT1* on flowering time gene expression. Diurnal expression of *OsGI*, *Hd1*, *Ehd1*, *Hd3a* and *RFT1* in MH63, *OsHDT1* over-expression in MH63 (PU), SY63 and *OsHDT1* over-expression in SY63 (FU) under long day (left) and short day (right) conditions, revealed by qRT-PCR. Values relative to the transcript levels in MH63 at 8:30 (arbitrarily set as 1) are presented. Error bars, s.e.m. from 3 biological repeats.

### Effect of OsHDT1 on histone acetylation

To test whether *OsHDT1* over-expression altered histone acetylation on flowering time genes, chromatin fragments isolated from MH63, ZS97, SY63, PU and FU were precipitated by antibodies against acetylated H4. Because the expression of *OsGI* and *Hd1* is at the lowest level at 8:30 and highest at 16:30, samples were harvested at the two time points. Two regions of the 5′-end of *Hd1* and *OsGI* and one region of *Ehd1* were analyzed by qPCR (Figure 5A). The 5′ region of rice actin gene was tested as reference for normalization. At 16:30, histone H4 acetylation on the 3 genes was found to be lower in PU compared to MH63 and in FU compared to SY63 (Figure 5B), suggesting that *OsHDT1* over-expression had a negative impact on histone H4 acetylation on these genes in both parent and hybrid backgrounds. Region 2 of both *OsGI* and *Hd1* displayed higher acetylation than region 1 (Figure 5B). Only Region 2 of the two genes and region 1 of *Ehd1* were tested at 8:30. At this time point acetylation on the three genes was about 3–5 folds lower compared to at 16:30. There was no clear difference observed between the different genotypes at this time point. These observations indicated that acetylation was likely to correlate with the rhythmic expression of *Hd1* and *OsGI* and that *OsHDT1* over-expression had an effect at the time when acetylation was high. The deacetylation promoted by *OsHDT1* over-expression correlated with the repression of *Hd1* and *OsGI* in the hybrid. Although acetylation on *Ehd1* was also reduced, the expression of the gene was low at this time point. The higher expression of the gene in FU than in SY63 might be mainly due to the repression of *OsGI* by elevated OsHDT1 (Figure 3, Figure 4). In addition, SY63 displayed higher H4 acetylation compared to the parents, which was correlated with the increased expression of *Hd1* and *OsGI* in the hybrid (Figure 3).

**Figure 5:**
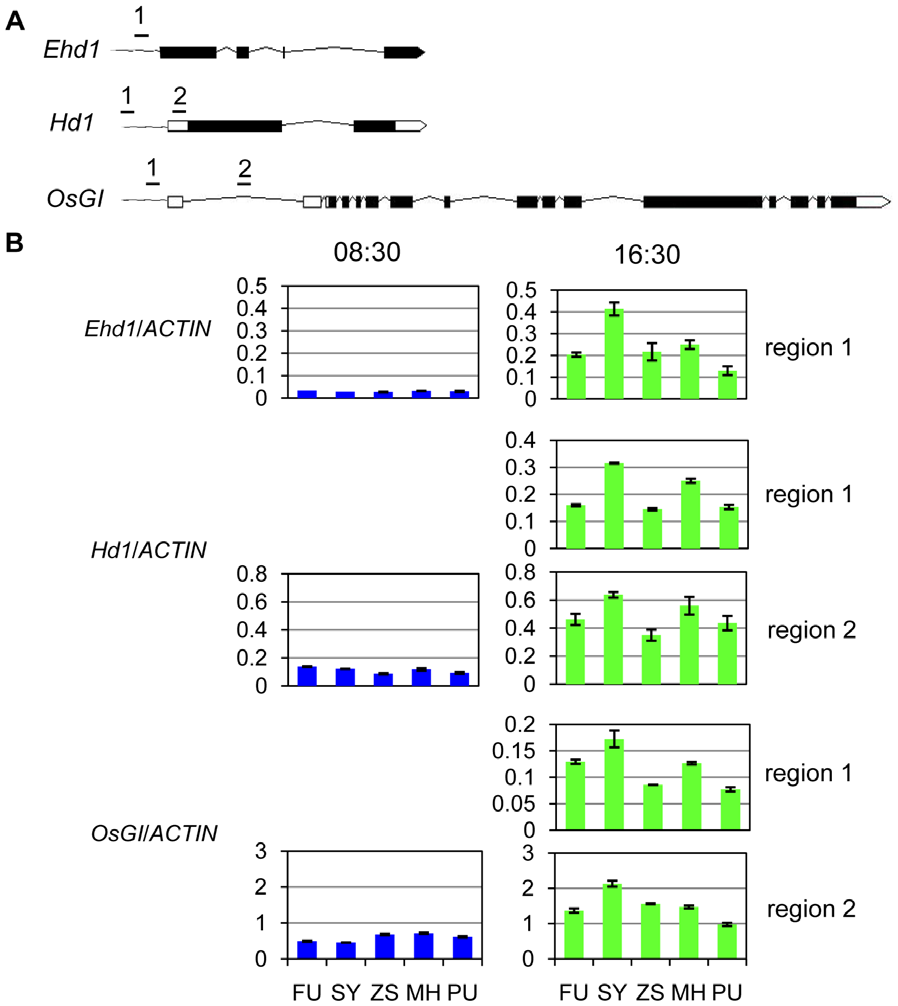
Histone H4 acetylation on flowering time genes. Chromatin isolated from 35 day-old rice leaves of SY63 (SY), MH63 (MH), ZS97 (ZS) and *OsHDT1* over-expression in SY63 (FU) and MH63 (PU) background, harvested at 8:30 and at 16:30 (of the subjective day) under long day conditions were precipitated by antibody of acetylated histone H4. The precipitated DNA was analyzed by real-time PCR using the primer sets corresponding to the 5′ region of the genes (A). The 5′ region of rice actin gene was amplified as internal control. One region for each gene was analyzed at 8:30 and two regions of Hd1 and OsGI were analyzed at 16:30. Values relative to actin gene are shown (B). Error bars, s.e.m. from 3 biological repeats.

### Impact of altered OsHDT1 levels on gene expression in rice hybrid

To study whether altered *OsHDT1* levels affected the expression of other genes in the hybrid, we compared genome-wide transcript abundance between MH63, ZS97, SY63, FR and FU. By using the high throughput digital gene expression analysis that sequence restriction enzyme cut tags and is extremely sensitive for detecting differential gene expression between samples [26], [27]. 

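Tag libraries were made from seedlings of 5 rice genotypes, with 1 library per genotype. These were the indica parents MH63 and ZS97, their hybrid SY63, and SY63 hybrids that carried an OsHDT1 over-expression construct (FU) or an OsHDT1 RNAi construct (FR). The sample labels write FV for the over-expression hybrid that the paper calls FU. The seedlings were 15 days old and had been grown with 15 h of light and 9 h of darkness per day. In this assay the restriction enzyme NlaIII cuts each cDNA at CATG, and a short tag next to the cut site nearest the 3′ end is sequenced, so that the copies of a tag count transcripts without a correction for transcript length. The authors matched the clean tags to the tags of annotated rice cDNAs with at most 1 mismatch, removed tags that matched several genes, and summed the remaining tags per gene. They scaled these counts by the library's total of clean tags to obtain TPM, and wrote 0.01 in place of a TPM of 0. A tag that differs from the japonica reference by more than the allowed mismatch, or that is shared by near-identical genes, is therefore missing from the counts of its gene. The paper's Results describe the matches to genes as perfect, so it stays open whether tags with 1 mismatch were counted. If they were not, a single difference from the reference would remove a tag of a parent. The libraries held 5022081 clean tags from MH63, 4957343 from ZS97, 4857063 from SY63, 4821637 from FU and 5011951 from FR. The tags counted on genes numbered 3712043 in MH63, 3447046 in ZS97, 3396913 in SY63, 3415391 in FU and 3523165 in FR.

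From these counts, the libraries were compared in pairs with the exact 2-sided test of Audic and Claverie for tag counts, using the totals of clean tags, followed by Benjamini-Hochberg adjustment over the genes with a tag in either library. A gene was called differentially expressed at an FDR of at most 0.001 and an absolute log2 ratio of TPM of at least 1. With 1 library per genotype no difference has a replicate check, and the test compares the libraries, not the genotypes. The 95% intervals given for single libraries and for ratios cover counting error only. OsHDT1 (LOC_Os05g51830), the gene altered in FU and FR, had 7590 tags in FU, 428 tags in SY63 and 142 tags in FR. This corresponded to 1574 TPM in FU, to 88.1 TPM in SY63 (95% exact interval 80.0 to 96.9) and to 28.3 TPM in FR (23.9 to 33.4). The log2 ratio to SY63 was 4.16 in FU (95% interval 4.02 to 4.30) and -1.64 in FR (-1.92 to -1.36), and the gene was called in both libraries, in the directions that their labels give. In the parents OsHDT1 had 2633 tags (524 TPM) in MH63 and 304 tags (61.3 TPM) in ZS97.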

RNA samples were isolated from 15 day-old seedlings grown under long day conditions and harvested at 16:30 of the subjective day. Sequence reads were aligned with the well annotated rice genome (Japonica) to determine the frequency of reads matching each genomic regions. About 5 million clean reads per sample were obtained which matched perfectly with about 19 000–20 000 genes per sample (Table S1). 

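At least 1 tag was counted on 19041 genes in MH63, 19080 genes in ZS97, 19832 genes in SY63, 20170 genes in FU and 19782 genes in FR. At least 10 tags were counted on between 15099 genes (ZS97) and 15873 genes (FU). The share of the clean tags that lay on genes was 73.9% in MH63 and between 69.5% (ZS97) and 70.8% (FU) in the other libraries. The 10 most abundant genes held between 11.0% (FU) and 14.1% (FR) of the tags on genes. A count of 0 allows up to 3 tags, which corresponds to 0.597 TPM in MH63, 0.605 TPM in ZS97, 0.618 TPM in SY63, 0.622 TPM in FU and 0.599 TPM in FR.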

In SY63, 1955 and 217 genes were up-regulated and 1559 and 650 genes down-regulated compared with MH63 and ZS97 (|log_2_Ratio≥1|), respectively, with False Discovery Rate (FDR)≤0.001 as an empirical cutoff value to provide a conservative assessment of differentially expressed genes (Figure 6A). 

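In the SY63 library, 1487 genes were called higher and 1962 genes lower than in the MH63 library, among 20948 genes with a tag in either. Against the ZS97 library, 598 genes were higher and 222 genes lower in SY63, among 20783 genes. Of the genes higher in SY63, 294 had no more than 3 tags in MH63 and 147 had no more than 3 tags in ZS97, so that the size of their ratios is not determined. The result depended most on the assumed variation between libraries. With edgeR's exact test and an assumed biological coefficient of variation of 0.4, 80 genes were higher and 6 genes lower in SY63 than in MH63, and 11 genes were higher and 0 lower than in ZS97. The balance of directions against MH63 also depended on the scaling. The share of called genes that were higher in SY63 was 43.1% with the totals of clean tags, 56.0% with edgeR's TMM factors and 55.5% with DESeq2's size factors, as the TMM factors shifted all log2 ratios of SY63 to MH63 by 0.14.

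Among the called genes with at least 20 tags in both libraries, the largest increase over MH63 was that of a thioredoxin gene (LOC_Os08g29110), with 1105 tags in SY63 and 22 tags in MH63 (log2 ratio 5.70, 95% interval 5.09 to 6.38). The largest decrease was that of a gene for an SCP-like extracellular protein (LOC_Os07g03730), with 42 tags in SY63 and 1550 tags in MH63 (log2 ratio -5.16, -5.64 to -4.72). Against ZS97 the largest increase was that of a ribulose bisphosphate carboxylase small chain gene (LOC_Os12g17600), with 38549 tags in SY63 and 163 tags in ZS97 (log2 ratio 7.92, 7.69 to 8.15). This gene belongs to a family whose members can share tags, so its own level is uncertain. The largest decrease was that of a gene for a dehydration-responsive element-binding protein (LOC_Os09g35010), with 68 tags in SY63 and 339 tags in ZS97 (log2 ratio -2.29, -2.69 to -1.91).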

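Between the parental libraries, 2192 genes were called higher in MH63 and 1411 genes higher in ZS97, among 20560 genes with a tag in either library. Of these, 330 genes had no more than 3 tags in ZS97 and 283 genes had no more than 3 tags in MH63. The share of called genes that were higher in MH63 was 60.8%, and it was 45.6% with the TMM factors, which shifted all log2 ratios of MH63 to ZS97 by -0.19, and 46.6% with DESeq2's size factors. The ribulose bisphosphate carboxylase gene LOC_Os12g17600 had 53220 tags in MH63 (log2 ratio of MH63 to ZS97 8.33, 95% interval 8.11 to 8.56), the largest increase among called genes with at least 20 tags in both parents. The largest decrease was that of the thioredoxin gene LOC_Os08g29110, which had 1346 tags in ZS97 (log2 ratio -5.95, -6.63 to -5.35).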

Gene expression differed also greatly between MH63 and ZS97. This analysis suggests that the gene expression pattern in SY63 is closer to that of ZS97 than MH63. 

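Across the 17046 genes with at least 10 tags in SY63 or in a parent, the Pearson correlation of log2(TPM + 1) with SY63 was 0.937 for ZS97 and 0.851 for MH63, and Spearman's rho was 0.937 and 0.854. The correlation between the parents was 0.835 (Pearson). These correlations are across genes, which are not independent replicates, and each compares 1 library with another. By the paper's numbers the MH63 library also had the fewest distinct clean tags, 119015 against 145771 in ZS97 and 166174 in SY63. A difference in how the single MH63 library was made is therefore not excluded as a part of its distance. The median absolute log2 difference from SY63 was 0.34 for ZS97 and 0.58 for MH63. The other hybrid libraries gave the same order, with a Pearson correlation of 0.917 (FU) and 0.932 (FR) with ZS97 and of 0.858 (FU) and 0.864 (FR) with MH63. From the numbers of genes that differ between SY63 and each parent, the paper proposes that the expression pattern of the hybrid lies closer to ZS97.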

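To compare SY63 with the mid-parent, the tag count of each gene in SY63 was tested against the summed counts of MH63 and ZS97, and 3559 of 21504 genes differed at an FDR of at most 0.001. In these comparable genes the log2 ratio of the SY63 TPM to the mean TPM of the parents was at most -1 in 750 genes, at least 1 in 613 genes and between these values in 2196 genes. Of the 750 genes below the mid-parent, 473 had been called higher in MH63 than in ZS97 and 10 higher in ZS97 than in MH63. Of the 613 genes above the mid-parent, 28 had been called higher in MH63 and 92 higher in ZS97. With edgeR's exact test and an assumed coefficient of variation of 0.4, 0 genes were comparable. With edgeR's TMM factors 622 genes were below and 667 genes above the mid-parent, and with a geometric mid-parent 512 and 784. The result at a coefficient of variation of 0.4 does not show that nonadditive genes are absent. At this value edgeR's test between single libraries recovered 0% of genes changed 16-fold in simulated data. The numbers of genes below and above the mid-parent also depended on which genes were taken as comparable. With the genes that differed at the same FDR from both parents, 159 genes were below and 293 genes above the mid-parent. With the genes that differed between MH63 and ZS97, 771 genes were below and 171 genes above, and with the genes that differed from either parent 1038 and 656.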

When compared to mid-parent expression, 619 and 471 genes in SY63 showed a lower (log_2_Ratio≤−1) and a higher (log_2_Ratio≥1) expression, respectively (Figure 6B). These differentially expressed genes displayed therefore a nonadditive effect in the hybrid. 

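Among the comparable genes, 403 had a TPM in SY63 of at least 2 times the higher parent, and 172 had a TPM below that of the lower parent by the same factor. The paper's Table S2 lists 298 genes above the high-parent and 129 genes below the low-parent, and all of these genes were among the 403 and the 172, respectively. With 1 added to every TPM before the ratio was taken, 112 genes were below the low-parent, as the added 1 shrinks ratios of low TPM values. One of the largest increases over both parents was that of a gene for a jacalin-like lectin domain protein (LOC_Os12g14440), with 48 tags in MH63, 76 tags in ZS97 and 2063 tags in SY63.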

More detailed analysis revealed that the expression of 129 genes was lower (log_2_Ratio≤−1) than the low-parent, while 298 showed a higher expression (log_2_Ratio≥1) compared to the high-parent (Figure 6B) (Table S2). These genes therefore displayed underdominance and overdominance expression, respectively.

**Figure 6:**
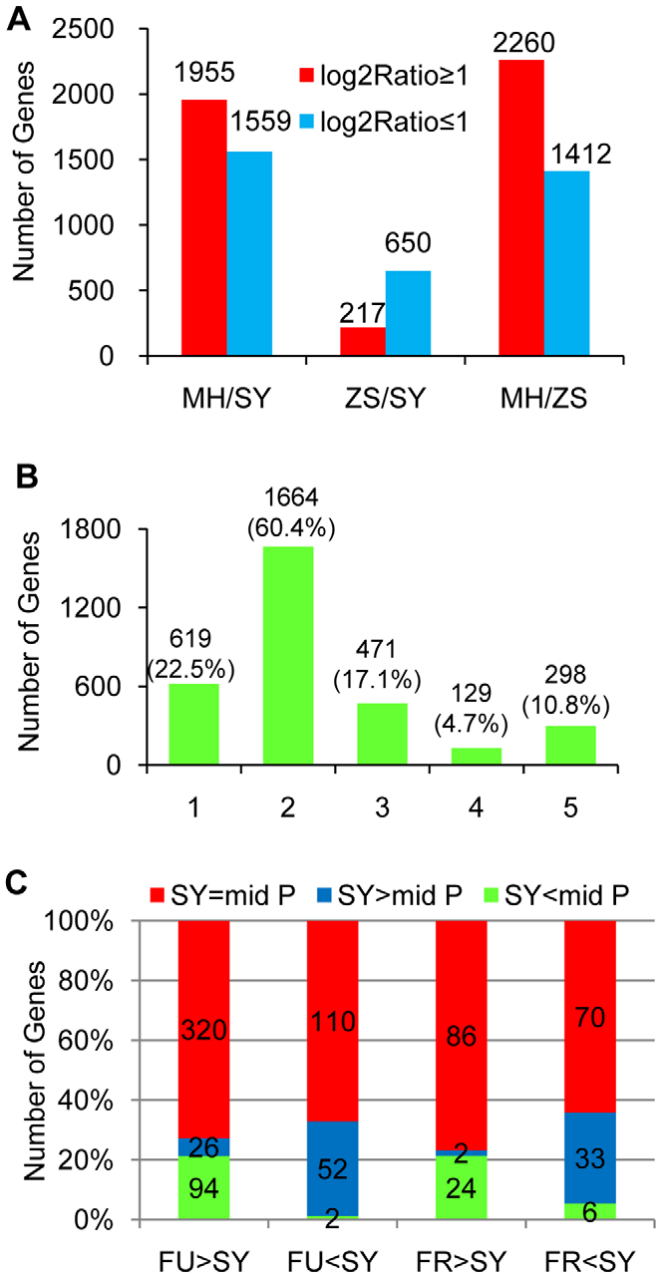
Differential gene expression patterns in hybrid SY63. (**A**). Numbers of differentially expressed genes (FDR≤0.001 and |log_2_Ratio|≥1) in MH63 versus SY63, ZS97 versus SY63 and MH63 versus ZS97. Black bars: up-regulated genes; grey bars, down-regulated genes. (**B**). Numbers of differentially expressed gene in SY63 compared to mid-parent (|log_2_Ratio|≥1). 1, SY<mid-parent; 2, SY = mid-parent; 3, SY>mid-parent; 4, SY<low-parent; 5, SY>high-parent. (**C**). Percentage of nonadditive and additive gene in SY63 affected by *OsHDT1* over-expression (FU) and RNAi (FR).

Comparison of transcript abundance between SY63, FR and FU revealed that many genes were up- or downregulated by OsHDT1 in the hybrid (Figure 6C). The *OsHDT1* over-expression (FU) altered more genes than the RNAi (FR). 

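In FU 3.00% of the 21314 genes with a tag in FU or SY63 were called, and in FR 1.16% of the 21024 genes with a tag in FR or SY63. Over the 17046 genes with at least 10 tags in SY63, MH63 or ZS97, the median absolute log2 difference of TPM + 1 from SY63 was 0.33 in FU and 0.28 in FR, and it was 0.34 between FU and FR. Without replicates, this is a difference between these 3 libraries.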

In FU, more genes showed up-regulation (totally 440) than down-regulation (164) compared to SY63, while in FR, 112 and 109 genes were induced and repressed, respectively (Table S3). 

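In the FU library 467 genes were called higher and 173 genes lower than in SY63, and in the FR library 123 genes were higher and 121 genes lower. The authors' deposited tables, taken at the same thresholds, hold 475 higher and 172 lower genes for FU and 124 higher and 121 lower genes for FR, of which 632 genes in FU and 239 genes in FR were also called here. These numbers rest on a test against counting error. With edgeR's exact test and an assumed coefficient of variation of 0.2, 33 genes were higher and 3 genes lower in FU, and 4 genes were higher and 0 lower in FR.

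After OsHDT1, the largest increases in FU among called genes with at least 20 tags in both libraries were those of the SCP-like protein gene LOC_Os07g03730, with 478 tags in FU and 42 tags in SY63 (log2 ratio 3.52, 95% interval 3.06 to 4.01), and of the Bowman-Birk trypsin inhibitor gene LOC_Os01g03320, with 2251 tags and 260 tags (3.12, 2.94 to 3.32). The latter is a member of a gene family, and tags shared within the family were removed by the authors. The largest decreases in FU were those of the receptor-like kinase gene LOC_Os10g10130, with 25 tags in FU and 128 tags in SY63 (-2.35, -3.03 to -1.72), of LOC_Os07g23520, with 108 tags and 429 tags (-1.98, -2.30 to -1.67), and of the F-box gene LOC_Os02g11790, with 42 tags and 159 tags (-1.91, -2.44 to -1.41). In FR the largest increases were those of the helix-loop-helix gene LOC_Os01g38610, with 138 tags in FR and 25 tags in SY63 (2.42, 1.80 to 3.10), of LOC_Os03g45770, with 223 tags and 54 tags (2.00, 1.57 to 2.46), and of the cytochrome P450 gene LOC_Os03g04650, with 84 tags and 21 tags (1.95, 1.25 to 2.72). The largest decreases in FR were again that of LOC_Os10g10130, with 33 tags in FR (-2.00, -2.60 to -1.44), and those of the tRNA synthetase gene LOC_Os08g05490, with 20 tags in FR and 69 tags in SY63 (-1.83, -2.63 to -1.10), and of the wound-induced protein gene LOC_Os11g37950, with 38 tags and 122 tags (-1.73, -2.29 to -1.19). LOC_Os10g10130 and LOC_Os08g05490 had 0 tags in MH63, and 111 and 79 tags in ZS97. For the 70 genes with at least 50 tags in ZS97 and 0 tags in MH63, the median level was 63.3% of ZS97 in SY63, 43.4% in FU and 45.3% in FR. The decreases of LOC_Os10g10130 and LOC_Os08g05490 may therefore come from the SY63 library and cannot be assigned to OsHDT1.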

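Genes of phenylpropanoid metabolism were taken as the 136 genes whose description in the expression tables names an enzyme or product of this pathway, such as phenylalanine ammonia-lyase, cinnamoyl-CoA reductase, chalcone synthase or dirigent proteins. No pathway database was used here. In FU, 88 of these genes had the 14 tags, summed over FU and SY63, that the least abundant called gene had. Of these 88 genes, 15 were called (17.0%, 95% Wilson interval 10.6% to 26.2%), 13 of them higher in FU, against 3.75% of the other genes with as many tags. The odds ratio was 5.28 (95% interval 2.80 to 9.35). In FR, 7 of 81 such genes were called (8.64%, 4.25% to 16.8%), 6 of them higher, against 1.44% of the other genes, an odds ratio of 6.50 (2.50 to 14.3). The median log2 ratio of the list was 0.36 in FU and 0.22 in FR, and each lay above the medians of all 10000 random lists of the same size matched on mean expression, which describes these libraries only. Both comparisons use the same SY63 library, so the results for FU and FR are not independent. A low level of these genes in the SY63 library alone would raise both, and the random lists cannot exclude this. With peroxidase, laccase and cytochrome P450 genes added to the list, the odds ratio was 2.86 in FU and 3.25 in FR. With edgeR's exact test and an assumed coefficient of variation of 0.2, it was 0 in FU and 65.6 in FR, where few genes were called at all. A phenylalanine ammonia-lyase gene (LOC_Os02g41670), chosen after its values were seen, had 12 tags in SY63, 55 tags in FU and 52 tags in FR (log2 ratios 2.21 and 2.07). The chalcone synthase gene LOC_Os04g23940 had 12 tags in SY63, 43 tags in FU and 206 tags in FR (1.85 and 4.06). Both belong to families in which tags can be shared, so the level of each single gene is uncertain.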

Analysis of affected genes revealed that relatively higher proportions of genes involved in phenylpropanoid (e.g. flavoinoid) biosynthesis pathway were affected in both FU and FR plants, compared to other metabolic or biochemical pathways (Table 2, Table 3). Recent data have shown that the mutation of *OsGI* affects accumulation of transcripts and metabolites in the phenylpropanoid metabolite pathway [28]. The present data suggested that the effect of OsHDT1 on phenylpropanoid pathway genes might be achieved through regulation of *OsGI*. 

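In these libraries the gene described as GIGANTEA (LOC_Os01g08700), the OsGI of the paper, had 2010 tags in SY63, 1845 tags in FU and 2482 tags in FR. The log2 ratio to SY63 was -0.11 in FU (95% interval -0.20 to -0.02) and 0.26 in FR (0.17 to 0.34), and neither reached the ratio needed for a call. The intervals, which cover counting error only, exclude 0. But both shifts were smaller than the median absolute log2 difference from SY63 over genes, which was 0.33 in FU and 0.28 in FR. They therefore cannot be told apart from ordinary differences between single libraries. OsGI was lower in FU and higher in FR, while most called phenylpropanoid genes were higher in both libraries. From the altered phenylpropanoid genes and the reported effect of an OsGI mutation on the same pathway, the paper proposes that OsHDT1 acts on the pathway through OsGI.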

Few genes were affected in both FU and FR plants. 

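Of the 640 genes called in FU and the 244 genes called in FR, 82 genes were called in both. In 50 of these genes both libraries were higher than SY63, in 28 both were lower, and in 4 FU was higher and FR lower. As both comparisons use the same SY63 library, a shared part arises without any effect, and it was estimated from 100 simulated draws of unchanged libraries. With counting error only, 0 genes were called in both. With a coefficient of variation of 0.227, the spread of the 3 hybrid libraries, which includes any effect of OsHDT1, a mean of 88.4 genes were called in both (65 to 120 over the draws). These draws had a mean of 510 called genes in FU and 517 in FR, more in FR than the 244 of the data, so the overlap was a smaller part of the FR calls than in the data. Across 13586 genes the Pearson correlation between the log2 ratios of FU and FR to SY63 was 0.409, against 0.502 in unchanged libraries simulated with counting error only. Compared directly, 539 genes were called higher and 145 genes lower in FU than in FR.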

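Besides OsHDT1, the genes called higher in FU and lower in FR than in SY63 were a glycosyl hydrolase family gene (LOC_Os01g71340) and a pair of lipoxygenase genes (LOC_Os03g52860 and LOC_Os12g37260). LOC_Os01g71340 had 294 tags in FU, 116 tags in SY63 and 42 tags in FR, with a log2 ratio to SY63 of 1.35 in FU (95% interval 1.04 to 1.68) and -1.51 in FR (-2.06 to -0.99). LOC_Os03g52860 had 853 tags in FU, 136 tags in SY63 and 44 tags in FR, with log2 ratios of 2.66 (2.40 to 2.93) and -1.67 (-2.20 to -1.17). LOC_Os12g37260 had 2289 tags in FU, 283 tags in SY63 and 138 tags in FR, with log2 ratios of 3.03 (2.85 to 3.21) and -1.08 (-1.39 to -0.78). The opposite profile, lower in FU and higher in FR, was called in 0 genes. With edgeR's exact test and an assumed coefficient of variation of 0.1, LOC_Os01g71340 and LOC_Os12g37260 were no longer called lower in FR, and at 0.2 no gene had the profile.

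**Figure D1:**
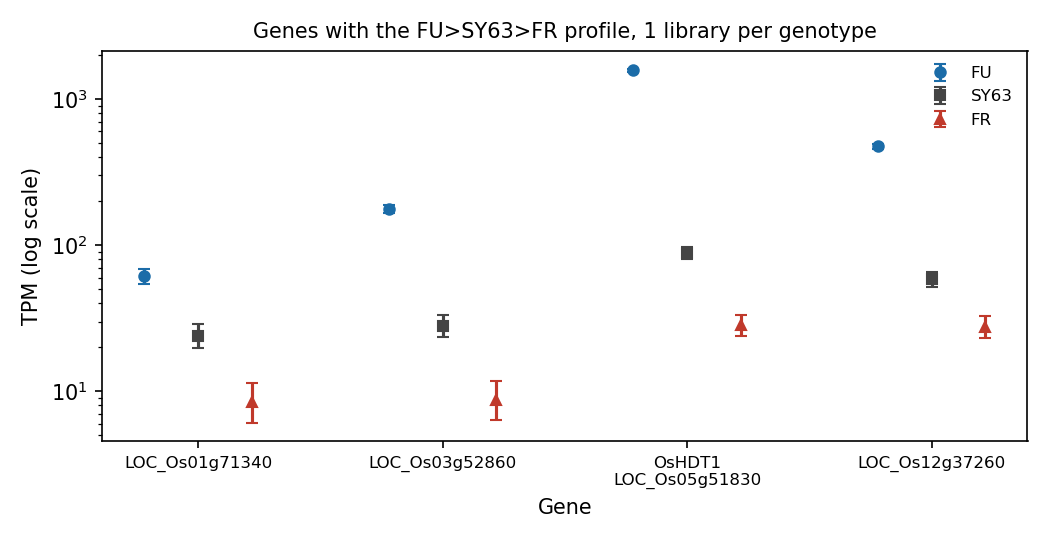
TPM on a log scale of the genes with the FU>SY63>FR profile in the FU, SY63 and FR libraries (1 library each). Error bars are 95% exact intervals, which cover counting error only. OsHDT1 spans the widest range, from 28.3 TPM in FR to 1574 TPM in FU.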

Only 4 genes showed a FU>SY>FR profile, among which one is *OsHDT1* itself, reflecting the effect of transgene expression (Table S4). More than 20% of the affected genes by altered *OsHDT1* expression were nonadditive genes (SY63 > or < mid parent) (Figure 6C, Table S5).

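In the tag libraries, 184 of the 640 genes called in FU were nonadditive in SY63 (28.8%, 95% Wilson interval 25.4% to 32.4%), and 76 of the 244 genes called in FR (31.1%, 25.7% to 37.2%). Among all 16773 genes with at least 14 tags in FU and SY63 together, 7.71% were nonadditive, and among the 16595 such genes for FR 7.66%. The share depended on which genes were taken as comparable. With genes that differed from both parents it was 13.4% in FU and 13.5% in FR. With genes that differed between the parents it was 17.2% in FU and 18.9% in FR. With genes that differed from either parent it was 31.6% in FU and 34.0% in FR. Of the 184 genes in FU, 100 were below the mid-parent in SY63 and higher in FU, 56 were above the mid-parent and lower in FU, 26 were above and higher, and 2 were below and lower. In FR 67 of the 76 genes changed towards the mid-parent. The SY63 library enters both the class and the comparison, so unchanged libraries also give such genes. Simulated with the spread of the 3 hybrid libraries, a mean of 132 genes called in FU changed towards the mid-parent and 3.47 away from it, and for FR the means were 133 and 3.27. These draws had fewer called genes in FU (a mean of 510) and more in FR (a mean of 517) than the data. With counting error only, the simulation gave 0.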

**Table 2:** Pathway classification of differentially expressed genes in *OsHDT1* over-expression hybrid.

Pathway	DEGs with pathway annotation (291)	All genes with pathway annotation (16810)	P-value	Q-value	Pathway ID
Biosynthesis of phenylpropanoids	41 (14.09%)	866 (5.15%)	1.445e-08	1.445e-06	ko01061
Flavonoid biosynthesis	24 (8.25%)	397 (2.36%)	2.475e-07	1.238e-05	ko00941
Nitrogen metabolism	8 (2.75%)	118 (0.7%)	0.001	0.019	ko00910
Biosynthesis of terpenoids and steroids	17 (5.84%)	430 (2.56%)	0.002	0.026	ko01062
Cyanoamino acid metabolism	9 (3.09%)	183 (1.09%)	0.006	0.067	ko00460
Biosynthesis of alkaloids derived from ornithine, lysine and nicotinic acid	10 (3.44%)	264 (1.57%)	0.008	0.086	ko01064
Cysteine and methionine metabolism	10 (3.44%)	276 (1.64%)	0.012	0.090	ko00270
Glycolysis / Gluconeogenesis	8 (2.75%)	185 (1.1%)	0.019	0.120	ko00010
Amino sugar and nucleotide sugar metabolism	8 (2.75%)	189 (1.12%)	0.021	0.126	ko00520
Starch and sucrose metabolism	13 (4.47%)	429 (2.55%)	0.048	0.228	ko00500
Metabolism of xenobiotics by cytochrome P450	5 (1.72%)	149 (0.89%)	0.053	0.236	ko00980
Glycine, serine and threonine metabolism	4 (1.37%)	79 (0.47%)	0.054	0.236	ko00260
Linoleic acid metabolism	3 (1.03%)	103 (0.61%)	0.116	0.397	ko00591
Carbon fixation in photosynthetic organisms	4 (1.37%)	103 (0.61%)	0.116	0.397	ko00710
Steroid biosynthesis	3 (1.03%)	73 (0.43%)	0.145	0.426	ko00100
Spliceosome	10 (3.44%)	511 (3.04%)	0.441	0.689	ko03040
Plant-pathogen interaction	28 (9.62%)	2224 (13.23%)	0.969	0.979	ko04626

**Table 3:** Pathway classification of differentially expressed genes in *OsHDT1* RNAi hybrid.

Pathway	DEGs with pathway annotation (124)	All genes with pathway annotation (16810)	P-value	Q-value	Pathway ID
Linoleic acid metabolism	3 (2.42%)	103 (0.61%)	0.009	0.591	ko00591
Biosynthesis of phenylpropanoids	12 (9.68%)	866 (5.15%)	0.019	0.623	ko01061
Flavonoid biosynthesis	7 (5.65%)	397 (2.36%)	0.037	0.623	ko00941
Nitrogen metabolism	3 (2.42%)	118 (0.7%)	0.066	0.625	ko00910
Glycine, serine and threonine metabolism	2 (1.61%)	79 (0.47%)	0.128	0.625	ko00260
Cysteine and methionine metabolism	4 (3.23%)	276 (1.64%)	0.172	0.625	ko00270
Phenylpropanoid biosynthesis	7 (5.65%)	629 (3.74%)	0.225	0.625	ko00940
Starch and sucrose metabolism	5 (4.03%)	429 (2.55%)	0.248	0.625	ko00500
Biosynthesis of alkaloids derived from ornithine, lysine and nicotinic acid	3 (2.42%)	264 (1.57%)	0.343	0.676	ko01064
Plant-pathogen interaction	13 (10.48%)	2224 (13.23%)	0.685	0.785	ko04626
Spliceosome	3 (2.42%)	511 (3.04%)	0.769	0.826	ko03040

To check whether altered *OsHDT1* expression affected the additive and nonadditive genes similarly in the parent line, qRT-PCR analysis of a selection of 14 genes (7 showing nonadditive (*SY* > or < mid parent), the others showing additive (SY = mid parent) expression in the hybrid) was performed to compare FU, FR, SY63, ZS97, MH63, PU and PR. 

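In the tag libraries, the 14 genes selected for Figure 7 had a higher TPM in FU than in SY63 in 14 of 14 cases, and 13 of them were called higher in FU. The log2 ratio of FU to SY63 ranged from 0.76 for the Bowman-Birk inhibitor gene LOC_Os01g03680, which was not called, to 3.52 for LOC_Os07g03730. In FR, 4 of the 14 genes were called against SY63. LOC_Os01g03680 had 133 tags in SY63 and 42 tags in FR (log2 ratio -1.71, 95% interval -2.24 to -1.20), and the lipoxygenase gene LOC_Os03g52860 was also lower in FR. LOC_Os04g23940 was higher in FR, as was the B3 domain gene LOC_Os07g48200, with 35 tags in SY63 and 125 tags in FR (1.79, 1.24 to 2.38). Under edgeR's exact test with an assumed coefficient of variation of 0.2, 8 of the genes were called higher in FU. Of the 7 genes that Figure 7 shows as nonadditive, 5 were below or above the mid-parent in SY63 here, and of the 7 genes shown as additive, 3 were. Several of the 14 genes are Bowman-Birk inhibitor genes, a family in which tags can be shared between members. The paper does not say how the genes were selected. If they were taken from these libraries as changed genes, their higher level in FU was given in advance and is no independent check.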

The results confirmed the digital expression analysis data and revealed that the effects of altered *OsHDT1* expression on these genes in the hybrid were different in MH63 background (Figure 7). For instance, most of the tested genes were induced by *OsHDT1* over-expression in the hybrid, but they were reduced or not clearly affected in the parent line. These observations indicate that altered OsHDT1 levels differentially regulate gene expression in hybrid than in the parent.

**Figure 7:**
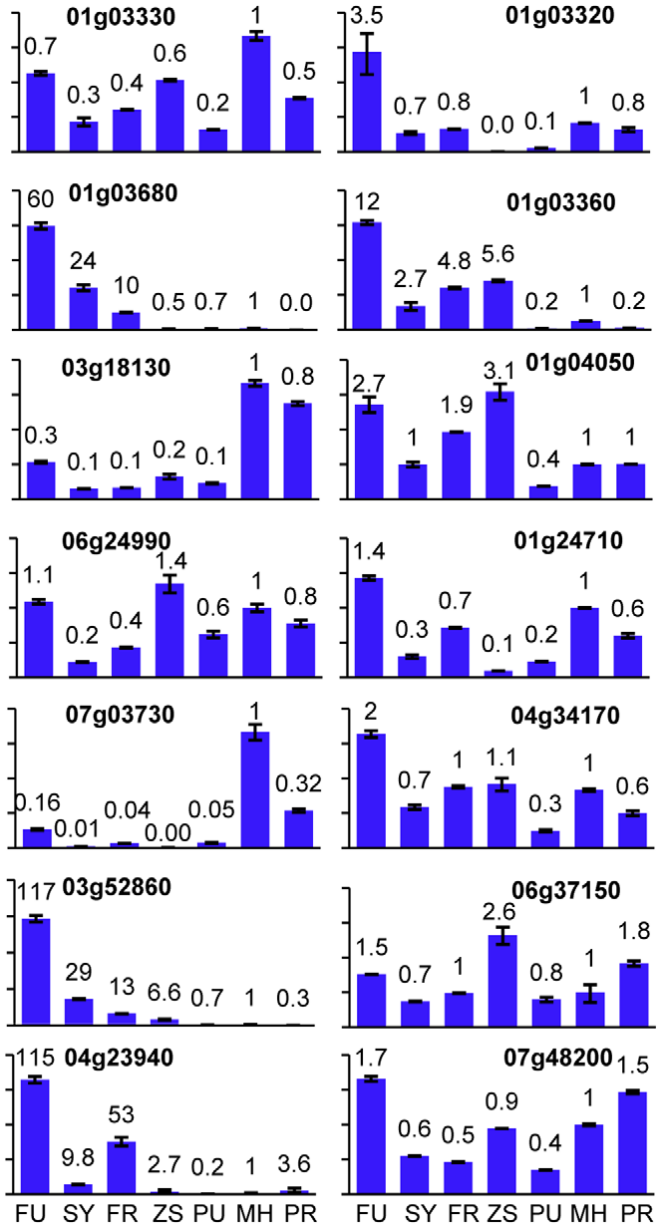
Different effects of *OsHDT1* in hybrid and parent. A selection of 14 genes was analyzed by quantitative RT-PCR in the indicated genotypes: PU, *OsHDT1*-over-expression in MH63; MH, MH63; PR, *OsHDT1* RNAi in MH63; FU, *OsHDT1*-over-expression in SY63; SY, SY63; FR, *OsHDT1* RNAi in SY63. Left panels: genes showing nonadditive expression, right panels, genes showing additive expression in the hybrid.

## Discussion

### *OsHDT1* function in histone deacetylation

OsHDT1 belongs to the plant-specific HD2 subfamily of histone deacetylases. The first member of the HD2 family was identified from maize, which is tightly bound to chromatin, located in the nucleolus [12]. Arabidopsis HDT1 is also localized in the nucleolus [13], [16]. Unlike AtHDT1 and the maize HD2, OsHDT1 was found to be localized in euchromatin regions (Figure 1E). As *OsHDT1* phylogenetically diverges from AtHDT1 (Figure 1A), the two proteins may have different functions. The euchromatic localization of OsHDT1 is consistent with the effect of its over-expression and RNAi on gene expression. AtHDT1 has been shown to be required for the post-embryonic establishment of nucleolar dominance that is an epigenetic phenomenon in plant and animal genetic hybrids and describes the expression of ribosomal RNA (rRNA) genes inherited from only one progenitor due to the silencing of the other progenitor's rRNA genes [13], [16]. Although a number of HD2 members have been studied, the biochemical function as histone deacetylases of this small protein family is not determined. Our data suggest that OsHDT1 may be involved in histone deacetylation on a subset of genes, as over-expression of *OsHDT1* led to decreases of histone acetylation on flowering repressor genes in both parent and hybrid backgrounds. Increased OsHDT1 promoted deacetylation that correlated with the repression of *OsGI* and *Hd1* and early flowering in the hybrid. The effect of OsHDT1 seemed to occur at a higher acetylation phase of target genes (Figure 5), suggesting that OsHDT1 might be involved in circadian oscillation of histone acetylation and gene expression. In addition, *OsHDT1* expression exhibited also a circadian oscillation and was sensitive to photoperiods (Figure 1C). These observations suggest a possible function of the protein in circadian regulation of histone deacetylation and gene expression. However, it is not known at this stage whether OsHDT1 was directly involved in the deacetylation or through an indirect mechanism.

### OsHDT1 function as a *trans*-acting regulator of hybrid differential gene expression

Our data show that increased OsHDT1 could repress nonadditive up-regulation of flower repressor genes in the hybrid rice. Nonadditive or differential gene expression may be a basis for the overdominance hypothesis to explain heterosis. The evidence for overdominance gene action, however, has been limited so far. Our observation of overdominance expression of flowering time genes in SY63 provides clear evidence for overdominance gene action (Figure 3, Figure 4). Flowering time is related to the success of hybrid reproduction. In rice and tomato, single genes involved in flowering time control have been demonstrated to be related to heterosis [23], [29]. Under long day conditions, the flowering time differs considerably between the MH63 and ZS97, whereas the flowering time in SY63 is close to that of MH63 (Figure 2D). Thus, the flowering time is a nonadditive phenotype, which is resulted from a complex interaction between a set of flowering regulatory genes in the hybrid (Figure 3A). It is shown that the mutation of *OsGI* increases *Ehd1* expression under long day condition [25]. Therefore, the nonadditive up-regulation (or overdominance) of *OsGI* and *Hd1* observed in the hybrid likely contributed to the below mid-parent expression of *Ehd1*, *RFT1* and *Hd3a* under long day conditions (Figure 3B). Reduction of the nonadditive increase of *Hd1* and *OsGI* by *OsHDT1* over-expression and the early flowering phenotype indicates that the “late flowering overdominance” in SY63 can be suppressed by elevated OsHDT1. These data together with the effects of altered *OsHDT1* expression on other nonadditive genes provide direct evidence of regulation of nonadditive or differential gene expression in hybrid by a *trans*-acting factor.

It is hypothesized that differential gene expression in hybrid may be responsible for heterosis [30], [31]. Gene expression patterns in hybrid plants have been reported [2], [6], [32]. The present study using digital expression analysis revealed characteristic expression patterns in the elite hybrid rice SY63 (Figure 6). From 2754 comparable genes (FDR≤0.001), about 40% (1090) were non-additively expressed (|log_2_Ratio≥1|) in the hybrid. 

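By the test against the summed parents, 1363 of the 3559 comparable genes were nonadditive, which is 38.3% (95% Wilson interval 36.7% to 39.9%). With comparable genes taken as those that differed from either parent, 1694 of 6417 genes were nonadditive, with those that differed from both parents 452 of 1284 genes, and with those that differed between the parents 942 of 5772 genes.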

Gene expression in SY63 is less deviated from ZS97 than MH63, suggesting more contribution to the hybrid gene expression from the ZS97 genome than from MH63. 

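Over the 3603 genes called between the parents, the TPM in SY63 was nearer to ZS97 than to MH63 in 80.7%. On a scale on which ZS97 is 0 and MH63 is 1, the median position of SY63 was 0.184, with quartiles of 0.0021 and 0.421. The position lay nearer to ZS97 both for the 2192 genes higher in MH63 (median 0.148) and for the 1411 genes higher in ZS97 (median 0.277). In the other hybrid libraries, 71.4% (FU) and 75.2% (FR) of the genes were nearer to ZS97, with median positions of 0.273 and 0.228. With the TMM factors 77.0% of the genes were nearer to ZS97 in SY63. These shares describe single libraries. The MH63 library had the fewest distinct clean tags (119015). Genes with tags only in ZS97 had a higher median level in SY63 (63.3% of ZS97) than in FU (43.4%) and FR (45.3%). Differences between the libraries are therefore not excluded as a part of this nearness.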

Alternatively, the ZS97 genome may mostly influence the expression of MH63 genome in the hybrid. As previous results in rice suggest no significant parent-of-origin effect for the action of parental alleles in hybrid [6], interaction between the two parental genomes for gene expression is most likely to be mediated by *trans*-acting factors that may be predominantly from the ZS97 origin. Differential gene expression in hybrid is suggested to be the result of variation in *cis*-acting elements or *trans*-acting factors between parents [2], [4], [5]. It is suggested that nonadditive expression in hybrid may be controlled by *trans*-acting factors, while additive expression by both *cis*-acting promoter elements and *trans*-acting transcription factors. The observations that *OsHDT1* over-expression and RNAi affected both additive and nonadditive gene expression in the hybrid support the hypothesis that *trans*-acting factors control both additive and nonadditive variations.

In addition, the present data showed that the expression of a significant number of genes displayed over- or underdominance in the hybrid. Over- or underdominance in gene expression has been explained by nonallelic control of transcript accumulation [2]. 

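Of the genes with SY63 expression above the high-parent, 60 were called in FU, 39 of them lower than in SY63, and 24 were called in FR, 21 of them lower. Of the genes below the low-parent, 30 were called in FU, 29 of them higher, and 11 were called in FR, 11 of them higher. These genes were chosen on the same SY63 library against which FU and FR were compared, so the direction of their changes is not independent of the choice.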

The effects of altered OsHDT1 levels on overdominance gene expression are in favour of this hypothesis.

Taken together, this work provided evidence of regulation and action of overdominance genes in flowering time control in the hybrid and revealed that OsHDT1 level was important for a subset of differentially expressed genes including flowering time genes in the hybrid. The data suggest that OsHDT1 may have a function in parental genome interaction for gene expression in the hybrid.

## Materials and Methods

### Plant Materials and Growth Conditions

The rice varieties MH63 (male) and ZS97 (female) (*Oryza sativa L.spp.indica*) and the hybrid SY63 were studied in this study. MH63 was used for transgenic plant production. The field conditions for rice cultivation are described previously [23]. For rice cultivation in growth chambers, rice seeds were sown in pots and rice plants were grown in a Versatile Environmental Test Chamber (MLR-351H, SANYO) with light intensity set at 15,000 lx, temperature at 30°C during the light period and 25°C during the dark period, and humidity at 70%, under either long day (15 h light/ 9 h dark) or short day conditions (9 h light /15 h dark). For *in vitro* culture, rice seeds were germinated and the seedlings were grown on 1/2 MS medium under a 15 h/light at 30°C and 9 h/dark cycle at 25°C for 15 days.

### Phylogenetic Analysis

For sequence analysis, the HD2 family protein sequences downloaded from plant ChromDB database (www.chromdb.org/) were used for sequence alignment and phylogeny. Phylogeny reconstruction of HD2 protein sequence alignments was performed by MEGA 3.1 [33] using the neighbor-joining method.

### Vector Construction and Rice Transformation

To make *OsHDT1* RNAi construct, the vector pDS1301 was used [34]. A 448-bp cDNA fragment of *OsHDT1* was amplified using primers RNAi-F and RNAi-R (listed in Table S6). PCR products were digested with *Kpn* I/*Bam*H I and *Sac* I/*Spe* I respectively and inserted downstream to the CaMV 35S promoter in pDS1301.

The over-expression vector was constructed by directionally inserting the full cDNA sequence amplified with the primer set HDT1-F and HDT1-R (Table S6) (digested with *Kpn* I/*Bam*H I) into the binary vector pU1301 under the control of the maize ubiquitin promoter [35].

For OsHDT1-3×FLAG fusion, the *OsHDT1* full-length cDNA without stop codon was inserted downstream the 3×FLAG tag in a modified pU1301 vector. *Agrobacterium tumefaciens* (strain EHA105)-mediated transformation of rice plants was conducted according to a published protocol [36].

### Antibody Production and Affinity Purification

Anti-OsHDT1 antibody was raised against proteins expressed in *E. coli*. Briefly, *OsHDT1* full length cDNA was cloned in pET28a vector with an N-terminal 6×His tag. The plasmid was transformed into BL21-DE3 cells grown at 37°C. When cultures reached an A600 of 0.8, protein expression was induced by addition of 0.1 mM IPTG and cultures were incubated for additional 10 hrs at 20°C. Cells collected by centrifugation at 5,000 g for 10 min at 4°C were resuspended in 10 ml Phosphate Buffered Saline (PBS), sonicated to lyse the cells and centrifuged. Soluble proteins were purified by B-PER® 6×HIS Spin Purification Kit (Thermo). Approximately 2 mg of purified OsHDT1 protein were subjected to SDS-PAGE and excised from the gel. Gel slices were grinded in liquid nitrogen and resuspended in PBS for antibody production in rabbits. The affinity purification of anti-OsHDT1 antibody was performed as described previously [16].

### Nuclear Localisation

For FLAG-tagged OsHDT1 immunostaining, 10 days old rice seedling nuclei were isolated and fixed in 4% paraformaldehyde in PBS as described previously [37]. Nuclei were incubated overnight at 4°C with the following polyclonal antibodies: the mouse anti-FLAG (Sigma, 1∶300 working dilution) and rabbit anti-OsHDT1 (1∶30). Protein-antibody complexes were detected using the Alexa Fluor 594–coupled goat anti-mouse and Fluor 488–coupled goat anti-rabbit second antibodies (Molecular Probes, 1∶200).

### Expression Analysis by Northern Blot, RT-PCR and Quantitative PCR

For flowering time gene expression analysis, after growing under long day conditions (15 h light/9 h dark) for 21 days, half of the plants received a short-day treatment in a different chamber, and the other half remained under long-day conditions. After entraining for 14 days, young leaves were simultaneously harvested from three different plants for each treatment, and stored in liquid nitrogen. The samples were collected in 4 h intervals, starting at 08:30 for a total of 48 h. After RNA samples extracted using TRIzol (Invitrogen) according to standard protocols.

For quantitative PCR (Applied Biosystems 7500), primers were designed by PRIMER EXPRESS 2.0 software (PE Applied Biosystems) to amplify 90- to 150-bp products. Products were measured by SYBR green fluorescence (Takara) in 25 µl reactions, all primers were annealed at 58°C. In all qRT-PCR, rice actin transcripts were measured as internal references. Data analyses with 2^−ΔΔCt^ method were performed as described [38]. For semi-quantitative RT-PCR analyses were performed as described. For Northern blots, an *OsHDT1* cDNA fragment was used as probe. RT and real-time PCR primers were listed in Table S6.

### Western Blot Analysis

For OsHDT1 detection, protein samples were isolated from 40 day-old rice leaves grown under natural long day conditions. Total protein was extracted from rice leaves as described [39]. Western blot analysis was performed with anti-HDT (1∶1000 working dilution) as primary antibody according to standard protocols. For histone modifications, rice leaf histone extraction was performed as described [40]. After blocked with 2% BSA in PBS (pH 7.5), the membrane was incubated overnight with primary antibodies Anti-acetyl-Histone H3 (06-599, Millipore), Anti-acetyl-Histone H4 (06-866, Millipore), Anti-acetyl-Histone H4K16 (07-329, Millipore), Anti-acetyl-Histone H4K5 (ab51997, Abacm) and Anti-H3 (ab1791, Abcam) in a 1∶5000 dilution at room temperature. After three washes (10 min each) the secondary antibody goat anti-rabbit IgG (SouthernBiotech, USA) was used at 1∶10000. Visualization was performed by using the SuperSignal® West Pico Kit (Pierce, USA) according to the manufacturer's instructions.

### Southern Blot Analysis

Genomic DNA was extracted from rice leaves. A total of 4 mg of DNA was digested with *Kpn* I and *Bam*H I overnight, separated on 1% (w/v) agarose gel, then transferred to a nylon membrane and hybridized with hygromycin gene probe according to standard protocols.

### Chromatin Immunoprecipitation (ChIP) Assay

Leaves from 35 days old rice plants cultured in growth chambers were used for chromatin immunoprecipitation assays, and the methods were performed as described [41]. The antibody used for immunoprecipitated was Anti-acetyl-Histone H4 (06-866, Millipore). Precipitated DNA was re-suspended in 100 µl TE (10 mM Tris/1 mM EDTA, pH 8.0) for quantitative PCR with the rice actin gene as control. PCR primers for CHIP were listed in Table S6.

### Digital Expression Analysis

For digital expression analysis, 15 day-old transgenic and wild type seedlings grown on 1/2 MS medium were harvested for RNA extraction using TRIzol (Invitrogen) as described by the manufacturer. The digital expression analysis was performed by Beijing Genomics Institute using the following standardized procedure: The main reagents and supplies are Illumina Gene Expression Sample Prep Kit and Illumina Sequencing Chip (flowcell), and the main instruments are Illumina Cluster Station and Illumina HiSeq™ 2000 System. Six µg of total RNA were to purify mRNA by using oligo(dT) magnetic beads, and the mRNAs were used to synthesize the first and second-strand cDNA using oligo(dT) as primer. The bead-bound cDNAs were subsequently digested with restriction enzyme NlaIII, which recognizes and cuts off the CATG sites. The fragments apart from the 3′ cDNA fragments connected to oligo(dT) beads were washed away and the Illumina adaptor 1 was ligated to the sticky 5′ end of the digested bead-bound cDNA fragments. The junction of Illumina adaptor 1 and CATG site is the recognition site of MmeI, which is a type of endonuclease with separated recognition sites and digestion sites. It cuts at 17 bp downstream of the CATG site, producing tags with adaptor 1. After removing 3′ fragments with magnetic beads precipitation, Illumina adaptor 2 was ligated to the 3′ ends of tags, acquiring tags with different adaptors of both ends to form a tag library. After 15 cycles of linear PCR amplification, 95 bp fragments were purified by 6% TBE PAGE Gel electrophoresis. After denaturation, the single-chain molecules were fixed onto the Illumina Sequencing Chip (flowcell). Each molecule grows into a single-molecule cluster sequencing template through in situ amplification. Then four types of nucleotides which are labeled by four colors were added, and sequencing was performed with the method of sequencing by synthesis (SBS). Each tunnel generated millions of raw reads with sequencing length of 35 bp.

All clean tags were mapped to the reference sequences (ftp://ftp.plantbiology.msu.edu/pub/data/Eukaryotic_Projects/o_sativa/annotation_dbs/pseudomolecules/version_6.1/all.dir/all.cDNA) and only 1 bp mismatch is considered. Clean tags mapped to reference sequences from multiple genes were filtered. Remainder clean tags were designed as unambiguous clean tags. The number of unambiguous clean tags for each gene was calculated and then normalized to TPM (number of transcripts per million clean tags) [26], [27].

The significance of digital gene expression was determined using a published statistical model as descried previously [42]. The significance of gene expression difference was judged by using “FDR≤0.001 and the absolute value of log2Ratio≥1” [43] as the threshold. FDR (False Discovery Rate) is a method to determine the threshold of P-value in multiple test and analysis through manipulating the FDR value. The original data set is deposited in the National Institutes of Health Gene Expression Omnibus database under accession number GSE27240.

### Pathway Enrichment Analysis for Differentially Expressed Genes

All differentially expressed genes (DEGs) were mapped to terms in KEGG public pathway-related database (http://www.genome.jp/kegg/). Pathway enrichment analysis applies hypergeometric test identifying significantly enriched metabolic or signal transduction pathways in differentially expressed genes comparing with the whole genome background.

## Supporting Information

Figure S1 **Detection of OsHDT1-Flag in transgenic lines by Western blots. Arrows indicate positions of the HDT1-Flag protein.**
(TIF) Click here for additional data file.

Figure S2 **Copy number and expression analysis of** ***OsHDT1*** **transgenic lines.** A. Schematic representation of the gene structure and cDNA sequence of *OsHDT1*. The black boxes indicate the exons, the fold lines indicate the introns and the white boxes indicate the UTR. The DNA segment used to construct the RNAi vector is indicated. B. Copy number of *OsHDT1* transgenes detected by Southern blot hybridization. The total DNA was cut by *Kpn* I and *Bam*H I respectively. The blots were probed by the hygromycin gene of the vector. C. *OsHDT1* expression analysis in overexpression and RNAi transgenic plants compared to wild type MH63 by Northern blots (upper) and qRT-PCR respectively.
(TIF) Click here for additional data file.

Figure S3 **Comparison of histone modifications.** Histones isolated from the 75 days old rice leaf using the antibodies of different histone modification modules indicated on the left. Gel staining of loaded histones is shown at the bottom. ZS, ZS97; PU, *OsHDT1*-over-expression in MH63; MH, MH63; PR, *OsHDT1* RNAi in MH63; FU, *OsHDT1*-over-expression in SY63; SY, SY63; FR, *OsHDT1* RNAi in SY63.
(TIF) Click here for additional data file.

Figure S4 **Diurnal genes expression in different genotypes under long day conditions.**
(TIF) Click here for additional data file.

Table S1 **Summary of statistics for the RNA sequencing results.**
(DOCX) Click here for additional data file.

Table S2 **Genes showing SY63>high-parent or SY63<low-parent expression.**
(DOCX) Click here for additional data file.

Table S3 **Differential expressed genes between transgenic and wild type hybrids.**
(DOCX) Click here for additional data file.

Table S4 **Genes showing FU>SY63>FR expression.**
(DOCX) Click here for additional data file.

Table S5 **Differentially expressed genes affected by** ***OsHDT1*** **in SY63 background.**
(DOCX) Click here for additional data file.

Table S6 **Primers used in this study.**
(DOCX) Click here for additional data file.

# Supplementary material for: Altered Levels of Histone Deacetylase OsHDT1 Affect Differential Gene Expression Patterns in Hybrid Rice
**Source:** PLoS One. 2011 Jul 8;6(7):e21789. doi: 10.1371/journal.pone.0021789
**Supplement:** Table S1 — Summary of statistics for the RNA sequencing results.

**Table S1.** Summary of statistics for the RNA sequencing results

|  | FU | FR | SY | MH | ZS |
| --- | --- | --- | --- | --- | --- |
| Total clean tags | 4,821,637 | 5,011,951 | 4,857,063 | 5,022,081 | 4,957,343 |
| Distinct clean tags | 178,230 | 164,891 | 166,174 | 119,015 | 145,771 |
| Perfect match genes#* | 20,170 | 19,782 | 19,832 | 19,041 | 19,081 |

#From a total of 56797 reference genes, 52845(93.04%) have at least a CATG Site.

* Tags matching to more than one gene were deleted

# Supplementary material for: Altered Levels of Histone Deacetylase OsHDT1 Affect Differential Gene Expression Patterns in Hybrid Rice
**Source:** PLoS One. 2011 Jul 8;6(7):e21789. doi: 10.1371/journal.pone.0021789
**Supplement:** Table S2 — Genes showing SY63>high-parent or SY63<low-parent expression.

**Table S2.** Genes showing SY63>high-parent or SY63<low-parent expression

TPM (Transcripts Per Million clean tags) is a standardized indicator, pointing out number of transcript copies in every 1 million clean tags.Mid means the average TPM value of MH and ZS

# Supplementary material for: Altered Levels of Histone Deacetylase OsHDT1 Affect Differential Gene Expression Patterns in Hybrid Rice
**Source:** PLoS One. 2011 Jul 8;6(7):e21789. doi: 10.1371/journal.pone.0021789
**Supplement:** Table S3 — Differential expressed genes between transgenic and wild type hybrids.

**Table S3.** Differential expressed genes between transgenetic (FU and FR) and wild type SY63 hybrid lines

**Table S3. (Continued)**

# Supplementary material for: Altered Levels of Histone Deacetylase OsHDT1 Affect Differential Gene Expression Patterns in Hybrid Rice
**Source:** PLoS One. 2011 Jul 8;6(7):e21789. doi: 10.1371/journal.pone.0021789
**Supplement:** Table S4 — Genes showing FU>SY63>FR expression.

**Table S4.** Genes showing the FU>SY63>FR expression profile

| **Gene**  **(LOC_Os)** | **TPM**  **-FR** | **TPM**  **-SY** | **TPM**  **-FU** | **log_2_**  **(FR/SY)** | **log_2_**  **(FU/SY)** | **Description** |
| --- | --- | --- | --- | --- | --- | --- |
| 01g71340 | 8.38 | 23.88 | 60.98 | -1.51 | 1.35 | glycosyl hydrolases family 17 |
| 03g52860 | 8.78 | 28 | 176.9 | -1.67 | 2.66 | lipoxygenase |
| 05g51830 | 28.33 | 88.12 | 1574 | -1.64 | 4.16 | ZOS5-12 - C2H2 zinc finger protein (*OsHDT1*) |
| 12g37260 | 27.53 | 58.27 | 474.7 | -1.08 | 3.03 | lipoxygenase 2.1, chloroplast precursor |

# Supplementary material for: Altered Levels of Histone Deacetylase OsHDT1 Affect Differential Gene Expression Patterns in Hybrid Rice
**Source:** PLoS One. 2011 Jul 8;6(7):e21789. doi: 10.1371/journal.pone.0021789
**Supplement:** Table S5 — Differentially expressed genes affected by OsHDT1 in SY63 background.

**Table S5.** Genes showing above or below mid-parent expression affected by *OsHDT1* over-expression (FU) or RNAi (FR) in SY63 background

Blank cells mean FDR>0.001 or |log_2_[FU(FR)/SY]|<1.

# Supplementary material for: Altered Levels of Histone Deacetylase OsHDT1 Affect Differential Gene Expression Patterns in Hybrid Rice
**Source:** PLoS One. 2011 Jul 8;6(7):e21789. doi: 10.1371/journal.pone.0021789
**Supplement:** Table S6 — Primers used in this study.

**Table S6.** Primers used in this study

| **Name** | **Forward primer sequence (5’-3’)** | | **Reverse primer sequence (5’-3’)** | |
| --- | --- | --- | --- | --- |
| Vector construction | | |  | |
| HDT1 | GGTACCCCGATTCCGATGGAGTTCTG | | GGATCCTCACTTGGCGGGGTGCTTGG | |
| RNAi | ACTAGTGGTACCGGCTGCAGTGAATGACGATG | | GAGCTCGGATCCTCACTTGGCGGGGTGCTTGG | |
| Expression analysis | | |  | |
| HDT | CGCTTTTTGCACCTTTCTCAG | | ACTTTGCCATTTGCCCTGG | |
| Hd3a | ­GCTCACTATCATCATCCAGCATG | | CCTTGCTCAGCTATTTAATTGCATAA | |
| RFT1 | TGGTGTTCGTGCTGTTCCA | | TTGTAGAGCTCGGCGAAGTTC | |
| Hd1 | TCAG CAACAGCATATCT TTCTCATCA | | TCTGGAATTTGGCTATACTATCACC | |
| Ehd1 | GGATGCAAGGAAATCATGGA | | AATCCCATCGGAAATCTTGG | |
| OsGI | TGGAGAAAGGTTGTGGATGC | | GATAGACGGCACTTCAGCAGAT | |
| Ghd7 | AAATCCGGTACGCGTCCAG | | GACATAGGTGGATGGCGGTG | |
| CCA | CCCATTCCAATTCGGTGAATC | | CGGACGTAAATCGCTCCAAGT | |
| LHY | TGCCCAATGGATAATGCACAG | | ACGGTGTGTTGGAACCACATG | |
| TOC | ACACCACAAACGTTGCTCCCT | | CGTTCCTTCCTTTTCAGCCTG | |
| 01g03320 | TCCAAGGCTCCAAGCAAAGTA | CGCCTGTTTGTTTCCATCG | |  |
| 01g03330 | TGCACACCATGCACTCAGAA | | TCTGGATGATCGAACGAACG | |
| 01g03360 | GCAGCTTTTGTGCATCTTGC | | CCACGCTTGCATTGCATATT | |
| 01g03680 | TGTCACAACCAGCCAGCTTAA | | TTAACGCTGATCGAGCGGT | |
| 01g04050 | TGTTCAAGTGCACCGACACCT | | AGCAATGGCTCGCGTTCAT | |
| 01g24710 | TTGGCATCTACGTCCACCCTT | | TCGGTGCAACACGTACACAGA | |
| 03g18130 | GTTTTCTCACCAATCGCCCAT | | TCTCGCACACGTACAACGACA | |
| 03g52860 | ACACGCTGCTCTACCCAAACA | | AACTACTCTTGTCCACGCTGGC | |
| 04g23940 | GCAAGAAGACAACGACGGAGA | | TACGTTGAGCGAGGTGGACAT | |
| 04g34170 | TCACGTTCCGACCAAAGGA | | AATTAAAGGCAGCGCAGCTC | |
| 06g24990 | TGCACCCCAAGAACGTCTACT | | CCATGCTGGTGTAGTTGCTCA | |
| 06g37150 | CAGCGAGGAAGAGCTTTGAGA | | TTCCCCTGCTCGACATTGA | |
| 07g03730 | GCGTCTTCATCACCTGCAACT | | CCGGATCAGCGTACGATAGTAG | |
| 07g48200 | CCATTTCAGCATGCACAAAGG | | TTGCAACACGAAGATGCGG | |
| 08g40170 | AAGTTTGGCCAGGAGTGAGCA | | TCAAGAGCATCAGCGTCGAGA | |
| 11g29380 | GCCAAGTTGAACGTGTTTCCC | | GGATTCGATATGCCTTACGGC | |
| 12g39830 | TGGAGTCCAAGATGAGCAACC | | TTGCAATGGTCGCTTGCTG | |
| ACTIN | TGCTATGTACGTC GCCATCCAG | | AATGAGTAACCACGCTCCGTCA | |
| CHIP assay analysis | | |  | |
| Hd1-1  Hd1-2 | TGAGAAGAGAAACGCTGAAGCA  ACAAGAGCCATGCGAGGTAGA | | TGTCAAGTCGAATCCAGCGAT  GCTTGCACCACATGGACAAGT | |
| Ehd1 | AATCTCGAAAAACCCGGTCA | | CATTTTCTAGAGGCGCTAGCG | |
| OsGI-1  OsGI-2 | TGAAAAATTCGGAGAAAGAACTCAG  CATCGGATAGATCAACGCGAG | | CCTATTCCATGCGTCCCAAA  TAAACGCCTCCACGAAGCA | |
| ACTIN | TGCGTGTCCTCTTCCTCATCT | | AAGGCGAATGAAGCGAAAAG | |

How the deposited data were processed for this re-analysis (not part of the article)

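Transcript abundance was measured by tag sequencing in seedlings of 5 rice genotypes (MH63, ZS97, SY63, FU and FR), with 1 library per genotype and nothing pooled. The mapping of libraries to genotypes came from the sample labels and the paper. The labels give FU the code FV, and all other codes match the paper's names.

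The authors deposited a table for each of 5 pairs of libraries, with the counts of unambiguous clean tags per gene, the TPM of each gene, the log2 ratio of the TPM values, a p-value and a false discovery rate. According to the paper, mRNA was cut with NlaIII at CATG, tags were cut out with MmeI and read on an Illumina instrument, and clean tags were matched to the tags of the cDNAs of the MSU rice annotation with at most 1 mismatch. Tags that matched several genes were removed by the authors before the tags were counted. The counts per gene that the authors deposited are not normalized. The deposited TPM values are these counts scaled by the clean tags of the whole library, not by the tags on genes, and a TPM of 0 is written as 0.01. The log2 ratios in the deposited tables are ratios of these TPM values. The p-values in the deposited tables come from a published model for tag counts that the paper cites, and the false discovery rates were derived from them by the authors. In the table of FU and SY63 the authors' false discovery rate is not limited to 1, so it was treated as a score. The authors also deposited a table of the tags found in all 5 libraries and matched to positions of the rice genome, with the counts of each tag. The software used for matching, its version and the steps from raw reads to clean tags are not named in the paper's text. Shorter deposited tables that repeat the genes past the authors' thresholds were not used here. The names and descriptions of genes are those of the deposited tables. No genome was used, and no coordinates are given.

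From the counts, the libraries were compared in pairs with the exact 2-sided test of Audic and Claverie, taken as 2 times the smaller tail of the count in the first-named library given the count in the second-named library and the totals of clean tags, with Benjamini-Hochberg adjustment over the genes with a tag in either library. A gene was called at an FDR of at most 0.001 and an absolute log2 ratio of at least 1, the thresholds of the paper, with 0.01 in place of a TPM of 0. The totals of clean tags were those of the paper's Table S1, which the counts and TPM values of the tables give within 1 tag. With 1 library per genotype there was no spread between replicates, so edgeR's quasi-likelihood test could not be fitted, the tests compare libraries and not genotypes, and no p-value across genes is given. The size of a ratio against a library with no more than 3 tags of a gene is not determined, and with 0.01 in place of a TPM of 0 it is inflated, and no fold is given for such a gene.

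SY63 was compared with the mid-parent by the same test of its count against the summed counts of MH63 and ZS97, and genes at an FDR of at most 0.001 were called comparable. They were classed by the log2 ratio of the SY63 TPM to the mean TPM of the parents. The paper's text does not say which test gave its comparable genes, so other sets of genes were tried. Nearness to the parents was described by correlations of log2(TPM + 1) over genes with at least 10 tags in SY63, MH63 or ZS97. Phenylpropanoid genes were found by words in the gene descriptions (phenylalanine ammonia-lyase, cinnam, coumar, caffe, chalcone, flavon, flavan, naringenin, anthocyanidin, phenylpropanoid, dirigent and stilbene), which gave 136 genes. The pathway database of the paper was not used here. Odds ratios have 95% intervals, and medians were compared with those of 10000 random lists of the same size, drawn within 20 classes of mean expression. As FU and FR were both compared with SY63, unchanged libraries were simulated in 100 draws from the pooled SY63, FU and FR levels, with counting error only, with a coefficient of variation of 0.1, and with a coefficient of variation of 0.227, which edgeR estimated over 15740 genes from the 3 hybrid libraries treated as if they were replicates.

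The genes named in the text were chosen by a rule set in advance: every gene with an identifier in the paper's text, figures or Tables S4 and S6, each flowering or clock gene of the paper that the tables pair with an identifier, and for each of the 5 comparisons the 3 genes with the largest ratio in each direction among called genes with at least 20 tags in both libraries. Of the last group, 1 gene per direction is named for the comparisons with or between the parents. LOC_Os12g14440, at rank 2 of the increases in SY63 over MH63 and over ZS97, is named in addition. A gene outside this rule is marked where it is named.

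The libraries held between 4821637 (FU) and 5022081 (MH63) clean tags, of which between 3396913 (SY63) and 3712043 (MH63) lay on genes. At this depth a count of 0 allows up to 3 tags, which is between 0.597 and 0.622 TPM. Intervals of single TPM values are exact (Clopper-Pearson) and cover counting error only, since tags amplified by PCR are not independent molecules. Intervals of shares are Wilson intervals over genes. They treat genes as independent draws, which genes are not, and cover neither the counting error of tags nor the variation between libraries.

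The test was tested on simulated data made from the real counts, with 100 genes changed 4-fold and 100 genes changed 16-fold. It recovered 92% and 95% of them and called 0 of 21287 unchanged genes. That 0 does not extend to variation between libraries. In the unchanged libraries simulated with a coefficient of variation of 0.227, a mean of 510 genes were called in FU and 517 in FR. The test against the mid-parent recovered 95% and 99%. Of 20 alternatives set before the data were examined, all were run: Fisher's exact test, edgeR's exact test with an assumed coefficient of variation of 0.1, 0.2 and 0.4, totals scaled by edgeR's TMM factors or DESeq2's size factors, totals of the tags on genes, 1 added to every TPM, a minimum of 20 tags in at least 1 library, an FDR of 0.05, an absolute log2 ratio of 2, counts thinned to the smallest total, 3 other sets of comparable genes, a geometric mid-parent, 0.01 in place of 1 added before the correlations, a minimum of 10 tags in each library for the correlations, a longer list of phenylpropanoid genes, and a background of all annotated genes with a tag. A further 2 alternatives were chosen after seeing the data: the test conditional on the other library of each pair, and comparable genes taken from a test against the rounded mean count of the parents, which was the nearest to the paper's number among 22 gene sets looked at. The analysis used R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.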

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

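The test of the scaling in this part was set before its result was seen, and no other test was run for it.

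The paper does not report on the tags that were found in all 5 libraries and matched to positions of the rice genome. Among the 6812 such tags with a single position, 449 differed between MH63 and SY63 at an FDR of at most 0.001 and an absolute log2 ratio of at least 1, of which 309 were higher in MH63. The numbers were 79 between ZS97 and SY63, 84 between FU and SY63, and 36 between FR and SY63. What drew attention is a signal in data that the paper does not analyse. A different scaling of the MH63 library was tested as a technical explanation. With edgeR's TMM factors 417 tags differed between MH63 and SY63, against 84 between ZS97 and SY63. This argues against the scaling that these factors correct as the whole cause of the number. Of the 417 tags, 230 were higher and 187 lower in MH63, so the excess of higher tags was smaller and depended on the scaling. The totals of clean tags differ little between MH63 (5022081) and ZS97 (4957343). The summed counts of the genome-matched tags differed more, with 270324 in MH63, 235135 in ZS97 and 209457 in SY63. A scaling by these sums was not run, so its effect stays open. For the genes, too, SY63 differed from MH63 in more genes (3449) than from ZS97 (820). A difference between the parents in what these tags measure stays open and was not tested, as does any difference in how the single MH63 library was made, because there is 1 library per genotype.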

How the results depend on the processing

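All 20 alternatives set before the data were examined gave values, except that edgeR's exact test with an assumed coefficient of variation of 0.4 called 0 genes in FR, so that no nonadditive share and no odds ratio could be computed for FR. No log2 ratio of a single gene changed its direction, but the majority of higher or lower genes changed sides in 5 comparisons, as given at the end of this part. No paired analysis was possible because there is 1 library per genotype. The numbers of called genes stayed within 1.5 times of the reported ones with Fisher's exact test, totals scaled by TMM factors, DESeq2's size factors or tags on genes, 1 added to every TPM, a minimum of 20 tags, thinned counts and the test conditional on the other library. Over these settings between 382 and 484 genes were higher and between 154 and 223 genes lower in FU than in SY63, and between 108 and 134 genes were higher and between 100 and 123 genes lower in FR. The number of genes with the FU>SY63>FR profile was 4 under each of them.

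The assumed variation between libraries mattered most. Under edgeR's exact test with a coefficient of variation of 0.1, 219 genes were higher and 52 lower in FU, 35 higher and 23 lower in FR, and 351 higher and 78 lower in SY63 than in ZS97. Under this setting 811 genes were comparable with the mid-parent, 767 were nonadditive, 403 below and 364 above it, 264 above the high-parent and 92 below the low-parent. Genes changed in both FU and FR numbered 11 higher and 6 lower, 2 genes had the FU>SY63>FR profile, the nonadditive share in FR was 24.1%, and 82.3% of the genes that differed between the parents were nearer to ZS97 in SY63.

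With a coefficient of variation of 0.2, 33 genes were higher and 3 lower in FU, 4 higher and 0 lower in FR, 128 higher and 4 lower in SY63 than in ZS97, 407 higher and 286 lower in SY63 than in MH63, and 524 higher and 424 lower in MH63 than in ZS97. With this value 141 genes were comparable and all 141 were nonadditive, 54 below and 87 above the mid-parent, 87 above the high-parent and 12 below the low-parent. Both FU and FR were higher in 2 genes and lower in 0, and 0 genes had the FU>SY63>FR profile, as OsHDT1 (LOC_Os05g51830) was no longer called in FR (log2 ratio -1.64). Of the Figure 7 genes 8 were called higher in FU. The nonadditive share was 25.0% in FU and 25.0% in FR, the odds ratio of the phenylpropanoid genes was 0 in FU and 65.6 in FR, and 83.9% of the genes were nearer to ZS97.

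With a coefficient of variation of 0.4, 1 gene was higher and 0 lower in FU, 0 were higher and 0 lower in FR, 11 higher and 0 lower in SY63 than in ZS97, 80 higher and 6 lower in SY63 than in MH63, and 99 higher and 95 lower in MH63 than in ZS97. At this value 0 genes were comparable, nonadditive, below or above the mid-parent, or beyond a parent, 0 genes were changed in both FU and FR or had the FU>SY63>FR profile, 0 of the Figure 7 genes were called, and OsHDT1 was called in neither FU (log2 ratio 4.16) nor FR (-1.64). The nonadditive share and the odds ratio in FU were 0, and 85.1% of the genes were nearer to ZS97. The loss of calls at 0.2 and 0.4 follows from the construction of the test with 1 library on each side: in simulated data it recovered 26% of the genes changed 4-fold and 91% of those changed 16-fold at 0.2, and 0% and 0% at 0.4. The variation between seedlings of 1 genotype cannot be estimated from these libraries, and this limits every number of called genes.

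With an FDR of at most 0.05, 948 genes were higher and 533 lower in FU, 323 higher and 435 lower in FR, 2264 higher in SY63 than in MH63, and 1148 higher and 537 lower in SY63 than in ZS97. Then 6914 genes were comparable, 2477 nonadditive, 1268 below and 1209 above the mid-parent, 844 above the high-parent and 387 below the low-parent. Both FU and FR were higher in 127 genes and lower in 102, and the FU>SY63>FR profile had 10 genes and the opposite profile 1 gene. The nonadditive share was 35.4% in FU and 37.6% in FR, and 76.2% of the genes were nearer to ZS97. The odds ratio of the phenylpropanoid genes was 3.80 in FU and 3.18 in FR. With an absolute log2 ratio of at least 2, 118 genes were higher and 30 lower in FU, 31 higher and 36 lower in FR, 656 higher and 498 lower in SY63 than in MH63, 313 higher and 37 lower in SY63 than in ZS97, and 740 higher and 600 lower in MH63 than in ZS97. At this ratio 420 genes were nonadditive, 171 below and 249 above the mid-parent, 181 above the high-parent and 37 below the low-parent. Both FU and FR were higher in 11 genes and lower in 7, and 0 genes had the FU>SY63>FR profile, as OsHDT1 in FR (-1.64) fell under the threshold. The nonadditive share was 17.6% in FU and 17.9% in FR, and 78.9% of the genes were nearer to ZS97. The odds ratio of the phenylpropanoid genes fell from 5.28 to 2.63 in FU and rose from 6.50 to 9.89 in FR. These shifts follow from the thresholds.

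With comparable genes taken as those that differed from both parents, 1284 genes were comparable and 452 nonadditive, 159 below and 293 above the mid-parent, 226 above the high-parent and 61 below the low-parent, and the nonadditive share was 13.4% in FU and 13.5% in FR. With genes that differed between the parents, 5772 were comparable, 171 above the mid-parent, 23 above the high-parent and 46 below the low-parent, and the share was 17.2% in FU and 18.9% in FR. With genes that differed from either parent, 6417 were comparable, and the share was 31.6% in FU and 34.0% in FR. With 1 added to every TPM, 112 genes were below the low-parent.

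The share of genes nearer to ZS97 was 77.0% with TMM factors, 77.3% with DESeq2's size factors and 79.0% with totals of tags on genes. The correlation of SY63 was 0.832 with ZS97 and 0.699 with MH63 when 0.01 was added to TPM, and 0.947 and 0.869 over genes with at least 10 tags in each library, so SY63 was nearer to ZS97 under every alternative run. The share of called genes that were higher in SY63 than in MH63 was 43.1%, and it rose above that of the lower genes with TMM factors (56.0%), DESeq2's size factors (55.5%), a log2 ratio of 2 (56.8%) and a coefficient of variation of 0.2 (58.7%) or 0.4 (93.0%). The share higher in MH63 than in ZS97 was 60.8%, and 45.6% and 46.6% with TMM factors and DESeq2's size factors. In FR 50.4% of the called genes were higher than in SY63, and between 42.6% (FDR of 0.05) and 60.3% (coefficient of variation of 0.1) under the alternatives that called at least 50 genes, so FR has no stable majority in either direction. The 750 genes below and 613 genes above the mid-parent became 622 and 667 with TMM factors, 623 and 670 with DESeq2's size factors, 512 and 784 with a geometric mid-parent, 159 and 293 with genes that differed from both parents, 171 and 249 with a log2 ratio of 2, and 54 and 87 with a coefficient of variation of 0.2, so the majority below the mid-parent depends on the setting. It stayed below under the other alternatives that called a gene, with 771 and 171 for genes that differed between the parents and 1038 and 656 for genes that differed from either parent. Beyond the parents, 403 genes were above the high-parent and 172 below the low-parent, and 23 and 46 with genes that differed between the parents. More genes were higher than lower in FU than in SY63, and in SY63 than in ZS97, under every alternative run. For SY63 against MH63 and MH63 against ZS97, the changes with TMM factors and DESeq2's size factors follow from the scaling, which moves all log2 ratios of a comparison alike, by 0.14 and -0.19 with TMM factors and by 0.14 and -0.17 with DESeq2's size factors. The cause of the other changes of side was not tested. Of the 33 log2 ratios of single genes other than OsHDT1 followed across the settings, 5 lost their call at a coefficient of variation of 0.1, 17 at 0.2, 23 at 0.4 and 13 at a log2 ratio of 2, and none changed its direction.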

Differences from the paper's values

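With the directions of the paper's comparisons of SY63 with its parents exchanged, so that 1962 and 222 lower genes here stand beside the paper's 1955 and 217 and 1487 and 598 higher genes beside the paper's 1559 and 650, none of the numbers compared with the paper's text and Table S1 differed by more than 1.5 times. In the paper's own directions the numbers against ZS97 are further apart, with 598 higher genes here and the paper's 217, and 222 lower genes here and the paper's 650. No alternative set before the data were examined called more lower than higher genes in SY63 against ZS97. The largest gaps were in the comparison with the mid-parent. There 3559 genes were comparable against the paper's 2754, and 613 genes were above the mid-parent against the paper's 471. Above the high-parent there were 403 genes against the paper's 298, and below the low-parent 172 genes against the paper's 129. Table S1 of the paper gives 19081 genes for ZS97, and 19080 genes had a tag here.

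Some settings reached single values of the paper. With 1 added to every TPM, 440 genes were higher in FU and 109 genes lower in FR, the numbers that the paper gives, while 154 genes were lower in FU against the paper's 164 and 108 genes higher in FR against the paper's 112. With Fisher's exact test 164 genes were lower in FU, but 483 genes were higher. With edgeR's TMM factors 622 genes were below the mid-parent against the paper's 619. With the test conditional on the other library, chosen after seeing the values, 1558 genes were higher in SY63 than in MH63 and 650 genes higher than in ZS97, where the paper has 1559 and 650 in the opposite direction. With comparable genes from a test against the rounded mean count of the parents, chosen after seeing the values as the nearest to the paper's number among 22 gene sets looked at, 2736 genes were comparable, 629 below and 439 above the mid-parent, 277 above the high-parent and 135 below the low-parent, against the paper's 2754, 619, 471, 298 and 129.

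The authors' deposited tables, taken at the paper's thresholds, hold more genes for FU and FR than the paper's text. They have 475 higher and 172 lower genes for FU, where the paper gives 440 and 164, and 124 higher and 121 lower genes for FR, where the paper gives 112 and 109.

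The direction of the comparison between SY63 and its parents is the opposite of the one in the paper's text. The paper states that more genes were up-regulated than down-regulated in SY63 against MH63, and fewer against ZS97. Here 1962 genes were lower and 1487 genes higher in SY63 than in MH63, and 222 genes were lower and 598 genes higher than in ZS97. In the authors' deposited tables, read by the TPM values of each library, 1955 genes were lower in SY63 than in MH63 and 217 genes lower than in ZS97. With edgeR's TMM factors and DESeq2's size factors the majority against MH63 changed sides, to 56.0% and 55.5% of the called genes higher in SY63, and against ZS97 it stayed at 68.5% and 69.5% higher in SY63.

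Figure 7 of the paper gives levels by qRT-PCR, which were read by eye. The order of FR and SY63 was the opposite of that in the figure in 3 of 14 genes (LOC_Os07g03730, LOC_Os01g03320 and LOC_Os07g48200), of which LOC_Os07g48200 was called here, as higher in FR. LOC_Os04g23940 and LOC_Os07g48200 were lower in FU than in FR here and higher in the figure. The figure places LOC_Os04g23940 and LOC_Os06g24990 among the nonadditive genes, and neither was below or above the mid-parent by the test here. It places LOC_Os01g03320, LOC_Os01g24710 and LOC_Os04g34170 among the additive genes, and these were below (LOC_Os01g03320 and LOC_Os01g24710) or above (LOC_Os04g34170) the mid-parent here. Between the parents, LOC_Os01g03320 had 356 tags in MH63 and 904 tags in ZS97, and LOC_Os07g48200 had 24 tags in MH63 and 68 tags in ZS97, while the figure has both higher in MH63. LOC_Os03g52860 and LOC_Os04g23940 are higher in ZS97 in the figure, and had 5 and 7 tags in MH63 and 0 tags in ZS97 here.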

Other observations

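All tests in this part of the mixing of samples, of the OsHDT1 level, of the share of MH63 RNA and of the part of genes higher in FU on each side of the mid-parent were chosen after the results they bear on had been seen, while the tests of the shared SY63 library and of the library spread were set before.

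By qRT-PCR over the day, the paper saw no clear difference in OsHDT1 between MH63 and SY63 (Figure 1C). The paper measured OsGI by qRT-PCR in 35-day-old leaves, where it was higher in SY63 than in the parents. The tag libraries come from other material, 15-day-old seedlings. In them OsHDT1 (LOC_Os05g51830) had 524 TPM in MH63, 61.3 TPM in ZS97 and 88.1 TPM in SY63, a log2 ratio of SY63 to MH63 of -2.57 (95% interval -2.72 to -2.42). The GIGANTEA gene (LOC_Os01g08700) had 539 TPM in MH63, 620.5 TPM in ZS97 and 414 TPM in SY63, with log2 ratios of SY63 to MH63 of -0.38 and to ZS97 of -0.58. The OsHDT2 gene (LOC_Os01g68104) had 55 tags in MH63, 19 tags in ZS97, 12 tags in SY63, 10 tags in FU and 9 tags in FR. Among the genes with primers in Table S6, the cyclin gene LOC_Os12g39830 was called lower in FU than in SY63 (36 and 94 tags, log2 ratio -1.37), and LOC_Os08g40170 and LOC_Os11g29380 were called in neither FU nor FR.

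Genes with tags in only 1 parent were unevenly represented in SY63. For the 76 genes with at least 50 tags in MH63 and 0 tags in ZS97, the median TPM was 18.3% of the MH63 level in SY63, 32.5% in FU and 29.8% in FR. For the 70 genes with at least 50 tags in ZS97 and 0 tags in MH63, it was 63.3% of the ZS97 level in SY63, 43.4% in FU and 45.3% in FR. The minimum of 50 tags was chosen after minimums of 20 and 100 had also been looked at, and these gave 18.2% and 15.8% for SY63 in the first group. FU was higher than SY63 in 66 of the 76 genes and FR in 57 of them. An effect of the OsHDT1 level alone argues for FU and FR on opposite sides of SY63, and the 57 genes higher in FR speak against it as the whole cause. A candidate explanation is ZS97 RNA in the SY63 sample. A share of 34% ZS97 added to FR fitted SY63 best in genes higher in MH63 (bootstrap interval 30.5% to 37.5%), and 28.5% in genes higher in ZS97. But FU fitted in the same way, which had been predicted to need a share near 0, gave 21% in genes higher in MH63 and 17.5% in genes higher in ZS97, so the fit also absorbs differences between libraries other than mixing. In the genes with tags in only 1 parent, SY63 gave 34.5% and 35.5%, and FU gave -18% (-41.5% to -3%) and 11% (-0.5% to 20.5%). The reverse control, FR fitted as FU plus ZS97, gave 44% and 29% in the larger groups, where SY63 fitted as FU plus ZS97 gave 51.5% and 41%. In the genes with tags in only 1 parent this control gave 24% (11% to 38%) and 9% (4% to 13.5%), and SY63 gave 47% (39.5% to 55%) and 35% (28.5% to 42.5%), above the control. In the larger groups FU and FR thus each gave a positive share from the other, which mixing alone cannot give. Genes beyond both parents were then compared. In the 684 genes above both parents in FU, the median log2 ratio of SY63 to FR was 0.0033 (-0.03 to 0.08), where the fitted share would give -0.24. In the 237 genes below both parents in FU it was -0.02, where 0.19 was expected. For genes chosen in FR and compared with FU, the median was -0.11 (-0.24 to -0.004) in the 399 genes above both parents, which lies in the direction of mixing but short of the -0.44 and -0.31 that the fitted shares give, and -0.15 in the 218 genes below both parents, where 0.20 and 0.15 were expected. These values argue against mixing at the fitted shares as the whole cause. A smaller admixture, another difference between the crosses that gave SY63, FU and FR, and chance differences between single libraries stay open, and a biological difference in the use of the parental alleles was not tested.

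With the totals of clean tags, more genes of SY63 were below (750) than above (613) the mid-parent, and 473 of those below were called higher in MH63 than in ZS97. The majority changed sides with TMM factors (622 below, 667 above), with DESeq2's size factors (623 and 670) and with a geometric mid-parent (512 and 784), so it depends on the scaling and on the mid-parent used. FR had 767 genes below and 619 above its mid-parent, and FU 738 below and 1073 above. A low share of MH63 RNA in the SY63 library would give fewer genes below the mid-parent and higher in MH63 in the other hybrids, and there were 419 in FR and 346 in FU. A first form of this test counted all genes below the mid-parent, where FR had no fewer than SY63, which went against the explanation. It was replaced after these values had been seen, because the explanation is about genes higher in MH63. The second form goes in the direction of that explanation, but with 1 library per genotype there is no spread to set the difference against, so a low share of MH63 RNA and an ordinary difference between libraries cannot be told apart. A biological difference between the hybrids was not tested.

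Of the 184 nonadditive genes called in FU, 156 changed towards the mid-parent. Simulated unchanged libraries with the spread of the 3 hybrid libraries gave a mean of 131.87 such genes (103 to 165 over 100 draws), and 2 of the 100 draws gave 156 or more. The simulated libraries are only a rough guide. They gave a mean of 510 called genes in FU, where 640 were called, and of 517 in FR, where 244 were called. With fewer FU calls in the draws than in the data, the count of 2 draws does not show a return beyond that of unchanged libraries. When FU was compared with FR in place of SY63, 71 of 115 called genes changed towards the mid-parent, which is 61.7% (95% Wilson interval 52.6% to 70.1%). FU was the higher library in 85.3% of the genes called below the mid-parent and in 82.5% of those called above it, so this share follows the general excess of genes higher in FU. In classes taken from a library outside the comparison, no return was seen: in the classes of FR, 77 genes called in FU against SY63 changed towards the mid-parent and 74 away from it (51.0%, 43.1% to 58.8%), and in the classes of FU, 23 genes called in FR against SY63 changed towards it and 49 away (31.9%, 22.3% to 43.4%). These values go with the explanation that the return comes from the use of 1 SY63 library in both steps. But a change shared by FU and FR would give the same values, so the use of 1 SY63 library and such a shared change cannot be told apart, and the simulated spread was taken from the same 3 libraries. An effect of OsHDT1 on nonadditive genes stays open and needs replicate libraries.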
